# Lysosomal exocytosis by macrophages as a druggable mechanism for anti-inflammatory clearance of dead adipocytes in adipose tissue

**DOI:** 10.1038/s41419-025-08334-0

**Published:** 2025-12-23

**Authors:** Raphaela Wehr, Andreas Lindhorst, Lilli Arndt, Martin Krueger, Nora Raulien, Martin Gericke

**Keywords:** Diabetes, Obesity, Chronic inflammation, Mechanisms of disease, Lysosomes

## Abstract

The clearance of dead adipocytes in adipose tissue (AT) poses a major challenge due to their large size, which exceeds the phagocytic capacity of macrophages and prevents classical, anti-inflammatory efferocytosis. Instead, adipose tissue macrophages (ATMs) accumulate around dying adipocytes, forming crown-like structures (CLS), and engage in lysosomal exocytosis – the extracellular degradation of adipocytes. In this study, we used an ex vivo explant model of murine epididymal white AT, cultured over seven days to investigate pharmacological strategies that modulate lysosomal exocytosis. We observed a progressive increase in CLS formation, secretion of the lysosomal enzymes ß-Hexosaminidase A (HEXA) and lysosomal acid lipase (LAL), and surface abundance of LAMP1 and LAMP2, confirming ATMs as key mediators of this process. Notably, activation of lysosomal exocytosis with the mTOR inhibitor Rapamycin enhanced adipocyte clearance and significantly reduced inflammatory ATM abundance and TNF-α secretion. Bulk RNA sequencing of ATMs revealed a highly significant impact of Rapamyin on ATM proliferation. In contrast, inhibition of lysosomal exocytosis with PIKfyve inhibitor Apilimod or targeted inhibition of LAL using Lalistat-2 disrupted lysosomal function and promoted a pro-inflammatory ATM phenotype. Our findings highlight lysosomal exocytosis as a critical pathway for the resolution of dead adipocytes and the regulation of inflammation in adipose tissue. Pharmacological enhancement of this process may represent a promising therapeutic approach to attenuate inflammation in AT and its metabolic consequences, including insulin resistance and type 2 diabetes.

## Introduction

Macrophages play a central role in maintaining tissue homeostasis in adipose tissue (AT), where they constitute a significant proportion of total cells. While in lean individuals macrophages make up about 10% of AT cells, the amount increases to approximately 40–50% in obese individuals [1]. Macrophages are vital for the clearance of dead cells and tissue regeneration. This is of utmost importance in AT, with an annual adipocyte turnover rate of ~10% in humans and an indication of an increasing number of dying adipocytes upon high-fat diet (HFD) treatment in mice [2, 3]. Moreover, adipocytes often exceed 100 µm in diameter, much larger than the ~25 µm threshold for macrophage phagocytosis [4]. As a result, effective phagocytosis is insufficient and leads to adipocyte accumulation and locally confined AT inflammation [4] which seems to be the mechanistic link between obesity, inflammation and associated diseases.

Alternative degradation mechanisms besides phagocytosis involve the aggregation of adipose tissue macrophages (ATMs) around dead adipocytes, forming crown-like structures (CLS). Macrophages are traditionally classified into Th1 signal-induced (LPS and IFN-γ) inflammatory M1 and anti-inflammatory M2 types [5, 6]. ATMs in CLS often display a M1-like inflammatory phenotype, with surface markers such as CD11c, CD86, and CD9 [4, 7]. M2 macrophages, prevalent in lean individuals, promote immune regulation and tissue remodeling. They express markers like CD301, CD206 and CD163 [8–12]. Further studies identified a more complex macrophage profile in AT, including metabolically activated macrophages (Mme). Mme are induced by free fatty acids and are characterized by the expression of PLIN2, ABCA1, and CD36, while showing high lysosomal activity [13–15].

Within pro-inflammatory CLS, the proposed degradation pathway of apoptotic adipocytes is extracellular digestion *via* lysosomal exocytosis [16]. Thereby, lysosomes fuse with the macrophage membrane and release enzymes like ß-Hexosaminidase A (HEXA) and lysosomal acid lipase (LAL) into the extracellular space, and the area of the macrophage-adipocyte-interface (lysosomal synapse) becomes acidic, which enables optimal activity of lysosomal hydrolases [16, 17]. Fusion of lysosomes with the ATM membrane is calcium-dependent, with the ion-channel TRPML1 playing a central role. TRPML1 is activated by Phosphatidylinositol-3,5-bisphosphate (PI(3,5)P_2_), which is generated by the lipid kinase PIKfyve [18, 19]. Additionally, lysosomal exocytosis is regulated by transcriptional factors such as TFEB [20, 21].

Hence, our aim was to find a pharmaceutical approach to encourage the anti-inflammatory clearance of adipocytes by macrophages in order to prevent or reduce inflammation caused by accumulating dead adipocytes [1, 22, 23]. Targeting the lysosomal axis, we investigated macrophage activation and lipid degradation. Since LAL is one of the main enzymes secreted during lysosomal exocytosis and of major importance for extracellular lipid degradation, we specifically inhibited it with Lalistat-2 [24, 25].

In our ex vivo model of AT inflammation, we observed increased CLS and a rise in lysosomal exocytosis markers. The surface abundance of the lysosomal-associated membrane proteins was elevated, further supporting the role of lysosomal exocytosis in macrophage activation. Most importantly, our data show that pharmacological intervention of lysosomal exocytosis is sufficient to alter macrophage activation and inflammatory phenotype and could be a target for stimulated resolution of AT inflammation in obese patients.

## Results

First, we investigated lysosomal exocytosis in an ex vivo model of AT inflammation using murine AT explants cultured for 7 days as proof of concept [26]. CLS formation in AT was analyzed on days 3, 5, and 7 (Fig. 1A). Adipocyte death was traceable due to loss of tdTomato fluorescence beginning at day 3 followed by increased CLS formation at days 5 and 7 (Fig. 1B). This is consistent with previous results showing that CLS develop within 24-48 hours after induced adipocyte death [4]. In parallel with CLS formation, the lysosomal enzymes HEXA and LAL increased (Fig. 1C, D). To rule out excessive cell death we measured Lactate Dehydrogenase (LDH) levels, showing a small increase (Fig. 1E), compared with total LDH release after explant lysis as positive control (Supp. Figure 1A). We calculated the ratio of lysosomal enzymes to extracellular LDH, to exclude necrotic release and still observe significant increased lysosomal enzymes (Fig. 1F, G). In parallel, flow cytometry analysis revealed a shift in macrophage phenotype, with an increasing M1-like (CD11c^+^) and a decreasing M2-like (CD301^+^) population (Fig. 1H–J). This is consistent with previous findings, that inflammatory macrophages, particularly CD11c⁺ cells, accumulate within CLS in obesity models [4, 8, 27, 28]. Additionally, lipid content and intracellular lysosomes increased in ATMs over time (Fig. 1K–M), confirming suitability of our ex vivo model as this mimics the situation in obese AT in vivo.

**Fig. 1:**
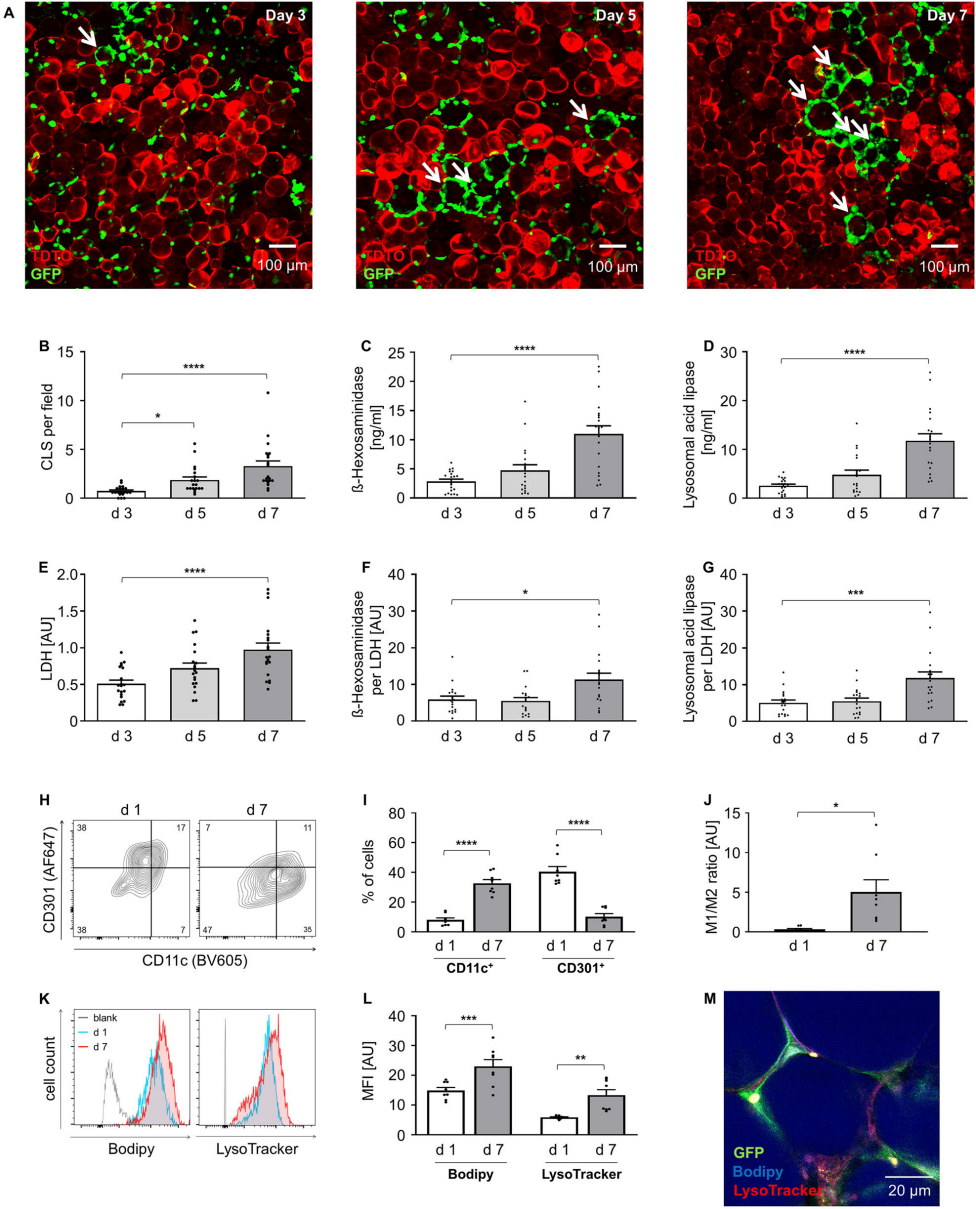
Lysosomal exocytosis in AT-explants. **A** Representative overview confocal microscopy images of AT culture on day 3, day 5 and day 7, ATMs (green), adipocytes (red), arrows indicate CLS. **B** The number of CLS in AT was analyzed per field of view per explant and is shown as mean per well. (*n* = 10) **C–G** ß-Hexosaminidase A, Lysosomal acid lipase and LDH in AT supernatant, determined by ELISA and enzymatic assay per well. (*n* = 10) **H** Representative flow cytometry plots of SVF from day 1 and day 7 of culture, F4/80^+^ / DAPI^−^ cells were classified into CD11c^+^ or CD301^+^ ATMs. **I** Flow cytometry data of CD11c^+^ or CD301^+^ ATMs of day 1 and day 7. (*n* = 8) **J** Ratio of M1 (CD11c^+^) and M2 (CD301^+^) cells. (*n* = 8) **K** Representative flow cytometry histograms of Bodipy or LysoTracker positive ATMs. **L** Flow cytometry data of Bodipy or LysoTracker positive ATMs at day 1 and day 7. (*n* = 8) **M** Representative image of AT explant staining at day 7 of cultivation, ATMs in CLS (green), Bodipy (blue), and LysoTracker (red). All data shown as mean ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

Next, we investigated the role of macrophages as the source of lysosomal enzymes by staining lysosomal associated membrane proteins LAMP1 and LAMP2 (Fig. 2A). Both are primarily involved in lysosomal processes like maintaining lysosomal integrity, pH and catabolism and showed enhanced surface abundance, indicating fusion of lysosomes with the cell membrane (Fig. 2B–E) [29]. To prove that HEXA and LAL are mainly secreted by ATMs, we analyzed the media of AT treated with Clodronate-Liposomes. Clodronate, capsuled in liposomes, efficiently eliminates ATMs in AT explants by ~ 80% [30, 31]. The amount of HEXA and LAL were dramatically reduced in the media of macrophage-depleted AT (Fig. 2F, G), which indicates ATMs as main source of the lysosomal enzymes.

**Fig. 2:**
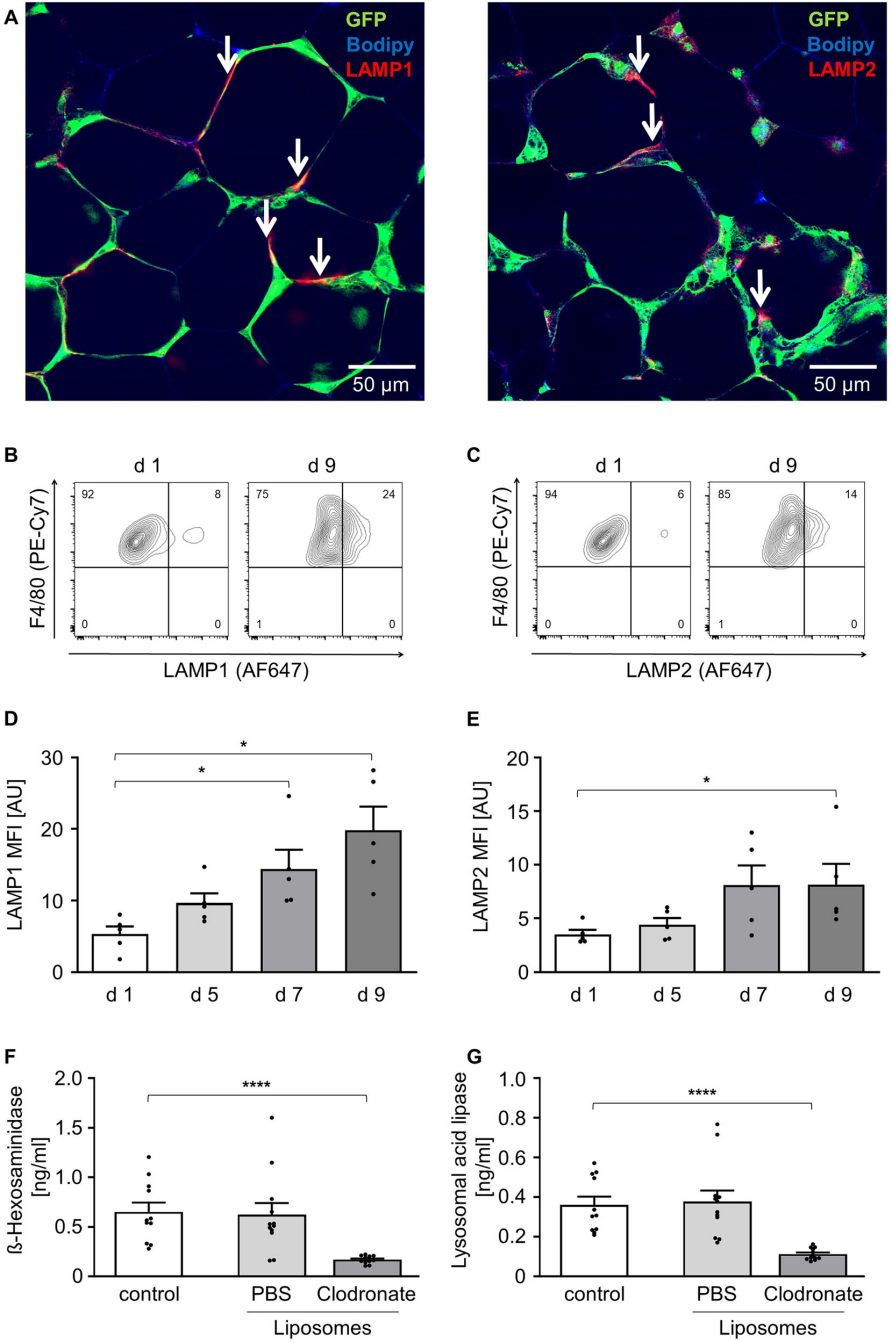
ATMs as source of lysosomal enzymes. **A** Confocal microscopy images of AT explants stained at day 7 of cultivation, ATMs in CLS (green), Bodipy (blue) and lysosomal surface marker LAMP1 or LAMP2 (red, arrows). **B**, **C** Representative flow cytometry plots of F4/80^+^ / LAMP1^+^ or F4/80^+^ / LAMP2^+^ cells at day 1 and day 9 of cultivation. **D**, **E** Flow cytometry data of F4/80^+^ / LAMP1^+^ or F4/80^+^ / LAMP2^+^ cells at day 1, day 5, day 7 and day 9. (*n* = 6) **F**, **G** ß-Hexosaminidase A and Lysosomal acid lipase in AT supernatant at day 7 of cultivation of Clodronate-liposome or PBS-liposome treated AT and untreated AT (control) were determined by ELISA per well. (*n* = 6) All data shown as mean ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

To modify lysosomal exocytosis in AT explants, we applied different activators and inhibitors of regulatory pathways. Surprisingly, direct TRPML1 treatment with ML-SA1 and ML-SI3 did not show notable effects on ATMs, indicating that this calcium channel plays an inferior role in lysosomal exocytosis or both agents only have a minor mode of action in ATMs (Fig. 3A–G). By blocking endogenous activation of PI(3,5)P_2_ with the PIKfyve inhibitors Apilimod and Vacuolin the release of lysosomal enzymes decreased (Fig. 3A, B). Next, we stimulated TFEB to enhance lysosomal biogenesis in a mTOR dependent (Rapamycin) or independent (C1) manner (Supp. Figure 1B) [21, 32, 33]. Both substances increased lysosomal enzyme secretion, with Rapamycin showing the strongest effect (Fig. 3A, B). Rapamycin treatment reduced the extracellular LDH amount indicating less cell death (Fig. 3C), but it showed the lowest number of ATMs, indicating a reduced ATM activation which results in lower ATM numbers or otherwise an impaired cell proliferation under mTOR inhibition (Fig. 3E). As lysosomal exocytosis is known to be calcium-dependent, we studied intracellular calcium levels (iCa^2+^) using CalMac mice, which express a Ca^2+^-sensitive GFP variant in macrophages. We observed an increase of iCa^2+^ at day 7 of ex vivo culture (Supplementary Fig. 1C). As expected, ML-SA1 increased iCa^2+^ levels, whereas ML-SI3 or Apilimod decreased iCa^2+^. Interestingly, Rapamycin decreased iCa^2+^, confirming that the stimulatory effect on lysosomal exocytosis is more Ca^2+^-independent than previously thought (Fig. 3F). In addition, the LAMP1 surface abundance was affected by exocytosis modulation (Fig. 3D, G). Rapamycin had the strongest effect on increasing surface LAMP1, while the exocytosis inhibitor Apilimod reduced LAMP1, further confirming the results of extracellular enzyme secretion. The effect of Rapamycin on LAMP1 abundance was additionally validated on BMDMs. Surprisingly, Rapamycin increased surface LAMP1 both on Rapamycin-treated BMDMs and on untreated BMDMs co-cultured with Rapamycin-pretreated adipocytes (Supplementay Fig. 1D–F), indicating a more complex crosstalk.

**Fig. 3:**
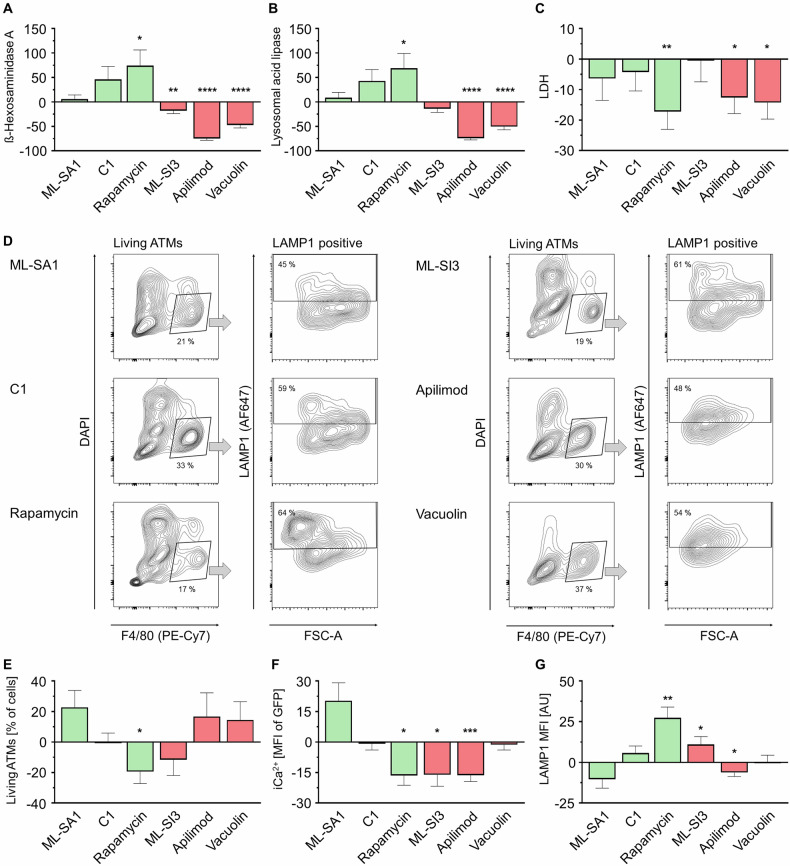
Activation and inhibition of lysosomal exocytosis in AT explants. **A–C** ß-Hexosaminidase A, Lysosomal acid lipase and LDH in treated AT supernatant were determined by ELISA and enzymatic assay per well. (*n* = 8) **D** Representative flow cytometry plots of F4/80^+^ / DAPI^-^ cells (Living ATMs) further analyzed as LAMP1 positive ATMs. **E–G** Flow cytometry data of F4/80^+^ / DAPI^-^ cells (Living ATMs) (**E**), intracellular calcium (iCa^2+^) shown as MFI of GFP in ATMs of CalMac mice (**F**) and lysosomal surface marker LAMP1 MFI (**G**). (*n* = 8) All data shown as mean % of control (DMSO) ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001).

In further experiments, we studied the effects of Rapamycin on ATMs more extensively. Rapamycin significantly reduced CLS formation by ~64% in AT (Fig. 4A, B). Similarly, the secretion of TNF-α, a pro-inflammatory cytokine, was dramatically reduced (Fig. 4C). In line, we found for Rapamycin stimulated tissue a reduced number of CD11c^+^ ATMs and increased CD301^+^ ATMs (Fig. 4D, E). The M1/M2 ratio was therefore lowered (Fig. 4F), indicating a more anti-inflammatory ATM phenotype. We analyzed the concurrent surface abundance of LAMP1 and scavenger receptor CD36, which is a central regulator for lipid metabolism and a marker for Mme (Fig. 4G). CD36^+^/LAMP1^+^ Mme were more present in the Rapamycin samples (Fig. 4H), despite the fact that the CD36 signal was lower for Rapamycin-treated ATMs (Fig. 4I). In line with this finding, a lower Bodipy signal was detected (Fig. 4J, K), showing less lipid content, indicating a more efficient lipid clearing. LysoTracker was used to examine intracellular lysosomes, which tended to be higher in Rapamycin samples (Fig. 4L). 

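Bulk RNA sequencing was performed on living F4/80+ ATMs sorted from murine AT explants at day 7 of culture. Explants were treated from day 1 with 0.5 µM Rapamycin, an inhibitor of mTOR complex 1, with 0.5 µM Apilimod, an inhibitor of the lipid kinase PIKfyve, or with 10 µM Lalistat-2, an inhibitor of lysosomal acid lipase. Control explants received 0.5% DMSO. AT of 8 animals per treatment was pooled from 2 animals at a time, which gave 4 libraries for each of the 4 treatments and 16 libraries in all. The deposited values are counts normalized with the size factors of DESeq2, listed by gene symbol. Whole reads were recovered from every value (tolerance 1e-06), and the libraries held 56.1 to 83.1 M counted reads (median 62.6 M). The genome build and the annotation are not given in the sources used here, so genes are named by symbol without a position. The 18478 genes with a normalized count of at least 10 in at least 4 libraries were tested. Values of log2 (normalized count + 1) were compared with limma in 1 fit of all 4 treatments. Genes were differentially expressed at the thresholds of the paper, an adjusted p under 0.01 and a log2 fold change beyond 0.5 in either direction. Gene lists were tested with camera, which compares a list with all other genes, at a preset correlation between genes of 0.01 and again with an estimated correlation, and the threshold was an adjusted p under 0.05. The gene lists, the tests and the rule for naming genes were set before the data were examined. On simulated changes, the test called 50 to 62.1% of the genes changed by a log2 value of 2 and 11.9 to 25.4% of those changed by 1. The ranges are over 1 run per drug. The runs shared the same means and spreads, so they do not compare the drugs.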

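Rapamycin changed 1039 of 18478 genes in sorted ATMs, of which 318 were higher and 721 lower than in DMSO libraries. A fit of the Rapamycin and DMSO libraries alone gave 136 higher and 296 lower genes, and the authors' table of these libraries 121 and 301, and in each of these fits 35 of the 110 named genes lost their call. DESeq2 gave 628 higher and 1072 lower genes, and limma with library weights 818 and 1444. Among the genes with the largest increase, F5 (coagulation factor V) had 15282 ± 5836 normalized counts with Rapamycin and 611.9 ± 449.4 with DMSO (SD, n = 4), a log2 fold change of 4.80 (standard error 0.44, limma adjusted p = 1.82e-05). Selp, an adhesion receptor for leukocytes, rose by 4.46 on the log2 scale, Vdr, the vitamin D receptor, by 3.30, and Trem1, a receptor that amplifies inflammatory signaling in myeloid cells, by 2.52. Mmp13, a collagenase, rose from 19523 ± 4299 to 145710 ± 8885 normalized counts (SD, n = 4). Amigo2 and Alpk2 were also among the most increased genes, with log2 fold changes of 2.67 and 2.45. The largest decreases included Mt3 (a metallothionein, log2 fold change -3.24), Eef1a2 (a translation elongation factor, -3.15), Npy (neuropeptide Y, -3.03) and Cd5l (a secreted macrophage protein, -3.02). Pla2g5, Disp2, Pgf and Nptx1 had log2 fold changes of -3.54, -3.23, -2.95 and -2.91. Slc9b2 had 63.7 normalized counts with DMSO and 2.44 with Rapamycin.

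Markers of macrophage identity did not move together. Of 16 pan-macrophage genes, 2 rose, 1 fell and 13 did not pass the test (2 higher and 1 lower when adjusted over the list alone). Cd14, a coreceptor for lipopolysaccharide, rose by 0.91 on the log2 scale, and Aif1 had a log2 fold change of -1.61 and lost its call in some fits that left out 1 replicate. The log2 fold change was -0.14 for Csf1r and -0.38 for Lyz2, and neither passed the test (limma adjusted p = 0.665 and 0.468). Adgre1, which encodes F4/80, had a log2 fold change of 0.30 with a standard error of 0.63, and its count in DMSO replicate 1 (3196) lay far below the other DMSO libraries. Without DMSO replicate 1 its log2 fold change was -0.57. Of 14 monocyte genes, 2 rose, 2 fell and 10 did not pass (3 and 3 when adjusted over the list alone), with Ccr2, the receptor for Ccl2, at a log2 fold change of 1.92. Of the 25 markers of lipid-associated macrophages, 1 rose, 2 fell and 22 did not pass (2 and 2 when adjusted over the list alone), and the camera adjusted p was 0.636.

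Genes of other cell types also differed between the sorted samples. The median log2 fold change was 0.96 over 14 adipocyte markers, -0.76 over 18 fibroblast markers and -0.99 over 14 endothelial markers. Their camera adjusted p were 1.48e-04, 3.08e-04 and 1.83e-05, and 0.232, 0.376 and 0.232 with an estimated correlation. Of the 1039 changed genes, 1025 had no overlap between the 4 Rapamycin and the 4 DMSO libraries, against 3349 of all genes tested (18.1%, where chance gives 2.86%). The 4 libraries of replicate 1 deviated together in all treatments, and without them 481 genes were higher and 911 lower, a setting chosen after the data were seen. Without DMSO replicate 4, the count was 178 higher and 403 lower.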

Gene expression analysis at day 7 of Rapamycin-stimulated ATMs did not reveal a distinct pattern in regard to macrophage activation. However, KEGG pathway analysis showed significant gene regulation for gene sets involved in TNF signaling or cytokine-cytokine receptor regulation. 

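Inflammatory genes moved in both directions with Rapamycin, and more of them rose than fell. Of 69 TNF signaling genes, 8 rose, 4 fell and 57 did not pass the test (10 and 4 when adjusted over the list alone). Of 110 genes of cytokines and cytokine receptors, 21 rose, 7 fell and 82 did not pass (23 and 8 when adjusted over the list alone). Il1b, which encodes the inflammatory cytokine IL-1β, had 2671 ± 454.8 normalized counts with Rapamycin and 426.7 ± 150.4 with DMSO (SD, n = 4), a log2 fold change of 2.70 (standard error 0.34, limma adjusted p = 1.74e-04). The chemokine genes Ccl4, Ccl3 and Ccl2 rose by 2.31, 1.99 and 1.04 on the log2 scale. The matrix protease Mmp9 rose by 1.84, Tnfaip3, an inhibitor of NF-κB signaling, by 1.31, and Il6st, the shared receptor chain of the IL-6 family, by 1.07. Tnf itself had 8226 ± 2121 normalized counts with Rapamycin and 3908 ± 349.8 with DMSO (SD, n = 4), a log2 fold change of 1.04 (standard error 0.18, limma adjusted p = 0.00173). Its call was lost in a fit of the Rapamycin and DMSO libraries alone.

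Icam1, an adhesion molecule for leukocytes, fell from 5305 ± 785.7 to 1253 ± 144.7 normalized counts (SD, n = 4). Vcam1, another adhesion molecule, Akt1 and Ripk3, a kinase of necroptosis, were the other TNF signaling genes that fell, with log2 fold changes of -0.72, -0.78 and -0.77. Il1rn, the natural antagonist of the IL-1 receptor, had a log2 fold change of -0.83, and Tnfrsf12a, the receptor of TWEAK, of -0.68. Il6 had 256.2 normalized counts with Rapamycin and 45.9 with DMSO and did not pass the threshold (limma adjusted p = 0.0135). Endothelial and adipocyte markers differed in the same libraries, and their bearing on the inflammatory genes was not tested.

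Against all other genes, the TNF signaling list was higher with Rapamycin (camera adjusted p = 0.00209, and 0.0495 with an estimated correlation), with a median log2 fold change of 0.25. The cytokine and receptor list was higher as well (camera adjusted p = 3.28e-04, and 0.0305 with an estimated correlation), with a median of 0.37. When the 8 libraries were split into 4 and 4 in all 35 ways, 3 splits gave a camera p as small as the treatment for TNF signaling and 2 for cytokines and their receptors, the treatment itself counted, so chance cannot be excluded for either list. The list means of all Rapamycin libraries lay above those of all DMSO libraries for both lists. The two-sided exact permutation p was 0.0286 for each, and 0.0756 when adjusted over all lists. Among the changed genes, 12 belonged to TNF signaling where 3.88 were expected by chance, and 28 to cytokines and their receptors where 6.19 were expected (Fisher's exact test, one-sided, adjusted p = 0.00195 and 1.66e-10). This test treats the genes as independent. With only the members that stand in no other list, the camera adjusted p for TNF signaling was 0.188. Vcam1, Akt1 and Ripk3 lost their call in some fits that left out 1 replicate.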

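Genes of the cell cycle were lower in ATMs treated with Rapamycin. Of 54 genes of the G2/M phase, 29 fell, none rose and 25 did not pass the test (33 lower and 1 higher when adjusted over the list alone), and the median log2 fold change was -1.20. Of 43 genes of the S phase, 17 fell, none rose and 26 did not pass (19 lower and 0 higher when adjusted over the list alone), with a median of -0.75. Of 70 cell cycle regulators, 18 fell, 1 rose and 51 did not pass (26 lower and 1 higher when adjusted over the list alone), with a median of -0.48. Ccnb1, the cyclin that drives entry into mitosis, had 270.8 ± 50.59 normalized counts with Rapamycin and 997.5 ± 195 with DMSO (SD, n = 4), a log2 fold change of -1.87 (standard error 0.16, limma adjusted p = 7.19e-06). Its partner kinase Cdk1 had a log2 fold change of -1.42.

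Further genes of mitosis that fell were Ube2c (-1.83), which directs the degradation of mitotic cyclins, Dlgap5 (-1.60), a spindle protein, and Anln (-1.29), which acts in cytokinesis. E2f2, a transcription factor that controls entry into S phase, had a log2 fold change of -2.15. Cdc45 (-1.46), which opens DNA for replication, and Rrm2 (-1.40) and Rrm1 (-0.96), both subunits of the enzyme that makes deoxynucleotides, were lower too. Chek2, a checkpoint kinase of the DNA damage response, had a log2 fold change of -0.92. The regulator that rose was Myc, a transcription factor of growth, with a log2 fold change of 0.54, which lost its call in some fits that left out 1 replicate. Mki67, the gene of the proliferation marker Ki-67, had 1452 ± 1010 normalized counts with Rapamycin and 2931 ± 1624 with DMSO (SD, n = 4). It did not pass the test (limma adjusted p = 0.182). Its counts were highest in replicate 1 of both groups (2944 with Rapamycin and 5232 with DMSO). In replicates 2 to 4 they were 752 to 1176 with Rapamycin and 1492 to 2797 with DMSO.

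The camera adjusted p was 4.42e-17 for the G2/M phase, 5.52e-12 for the S phase and 6.99e-09 for the regulators. With an estimated correlation between genes the adjusted p was 0.0305, 0.0722 and 0.062, so that only the G2/M list stayed under 0.05. With fry, which tests for a shift of a list in 1 direction without comparing it with other genes, the adjusted p was 8.84e-06, 5.53e-05 and 1.82e-05. Among the 721 lower genes, 29 G2/M genes were found where 2.11 were expected by chance and 17 S phase genes where 1.68 were expected (Fisher's exact test, one-sided, adjusted p = 2.01e-25 and 2.82e-12). This test treats the genes as independent, which camera with an estimated correlation does not. Endothelial and fibroblast markers had negative medians in the same libraries, which passed camera at the preset correlation but not with an estimated one. The endothelial mean was 9.82 to 10.34 with Rapamycin and 10.44 to 11.25 with DMSO. With both means as covariates the difference in the G2/M mean was -1 (standard error 0.18). Since the endothelial means do not overlap, this fit does not decide whether fewer of these cells were sorted.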

Most importantly, gene sets for cell cycle regulation were consistently downregulated, explaining the decreased ATM number and the lower TNF-α secretion (Supplementary Fig. 3A, B). Marker genes for M1, M2, and Mme macrophages were inconsistently regulated, whereas there is a slight trend toward upregulation of lysosomal genes (Supplementary Fig. 3C, D).

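Markers of the named macrophage states moved in different directions with Rapamycin. Of 24 M1-like markers, 3 rose, 2 fell and 19 did not pass the test (5 and 3 when adjusted over the list alone). The costimulatory receptor gene Cd86 rose by 0.80 on the log2 scale, next to Il1b and Tnf. Nos2, which encodes inducible nitric oxide synthase, fell from 472.5 ± 91.68 to 170.9 ± 53.81 normalized counts (SD, n = 4), and the pattern receptor Tlr2 had a log2 fold change of -0.99. Itgax, which encodes CD11c, had a log2 fold change of 0.97 and did not pass the threshold (limma adjusted p = 0.013). Its normalized counts were 60690 to 89602 with Rapamycin and 29100 to 44474 with DMSO. By flow cytometry, a measure of protein, the paper reports fewer CD11c+ ATMs with Rapamycin. Of 29 M2-like markers, 3 rose, 4 fell and 22 did not pass (3 and 6 when adjusted over the list alone). Clec7a, the receptor for fungal glucans, rose by 1.67 and the transcription factor Egr2 by 1.13. Il10, an anti-inflammatory cytokine, had 134.8 ± 20.68 normalized counts with Rapamycin and 442 ± 102.4 with DMSO (SD, n = 4). The chemokine gene Ccl22, Cbr2 and F13a1 had log2 fold changes of -1.55, -2.30 and -0.67. Mrc1 (0.41), Cd163 (0.09), Clec10a (0.59) and Mgl2 (2.45) did not pass the test, and Mgl2, which with Clec10a encodes the CD301 proteins, fell over 4-fold below its group's median in 1 of the 8 libraries.

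Of 15 Mme markers, 1 fell and 14 did not pass (2 higher and 1 lower when adjusted over the list alone). The gene that fell was Fabp5, a fatty acid binding protein, with a log2 fold change of -0.83. The log2 fold changes of Cd36 (0.45), Plin2 (0.07) and Abca1 (0.54), which act in lipid uptake, storage and efflux, did not pass the test. Of 91 lysosomal genes, 52 had a log2 fold change above 0 and 39 below 0, with a median of 0.08. The test called 3 of them higher, 3 lower and 85 neither (4 and 3 when adjusted over the list alone). The proteases Ctss and Ctsc and the mannose 6-phosphate receptor gene Igf2r rose by 0.71, 0.57 and 0.57. Acp5, which encodes tartrate-resistant acid phosphatase, Glb1, which encodes β-galactosidase, and the adaptor gene Ap1s1 had log2 fold changes of -1.97, -0.62 and -0.61.

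The membrane protein genes Lamp1 and Lamp2 had log2 fold changes of 0.20 and 0.53 (limma adjusted p = 0.636 and 0.0145), and Lipa, which encodes lysosomal acid lipase, of 0.24 (adjusted p = 0.0863). Of 27 genes of lysosomal exocytosis and the TFEB axis, none was called, with Syt7, a calcium sensor for this exocytosis, at 0.86 (limma adjusted p = 0.0182) and Mcoln1 at 0.25. The camera adjusted p was 0.0153 for the M1-like markers, 0.516 for the M2-like markers, 0.715 for the Mme markers and 0.516 for lysosomal genes. For the M1-like markers, whose median log2 fold change was 0.53, it was 0.0839 with an estimated correlation and 0.0557 without DMSO replicate 1, and 4 of 35 splits of the libraries gave a camera p as small. At an adjusted p under 0.05 with no minimum fold, the changed genes held more lysosomal genes than chance gives (Fisher's exact test, adjusted p = 0.012). This was not seen at the thresholds of the paper (0.652). Both tests used genes called by limma, while the paper used DESeq2. Nos2, F13a1 and Fabp5 lost their call in some fits that left out 1 replicate.

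**Figure D1:**
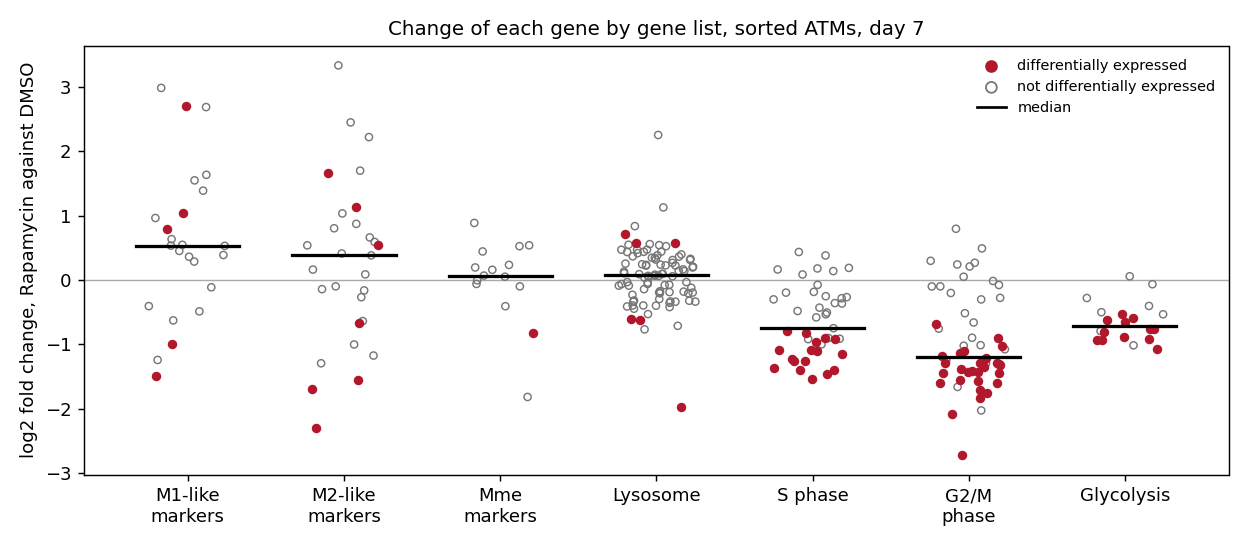
Log2 fold change of each gene between Rapamycin and DMSO (n = 4 libraries each), with 1 point per gene and a line at the median of each list. M1-like, M2-like, Mme and lysosomal genes lie on both sides of 0, and the medians of the S phase, G2/M phase and glycolysis lists lie at -0.75, -1.20 and -0.71.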

**Fig. 4:**
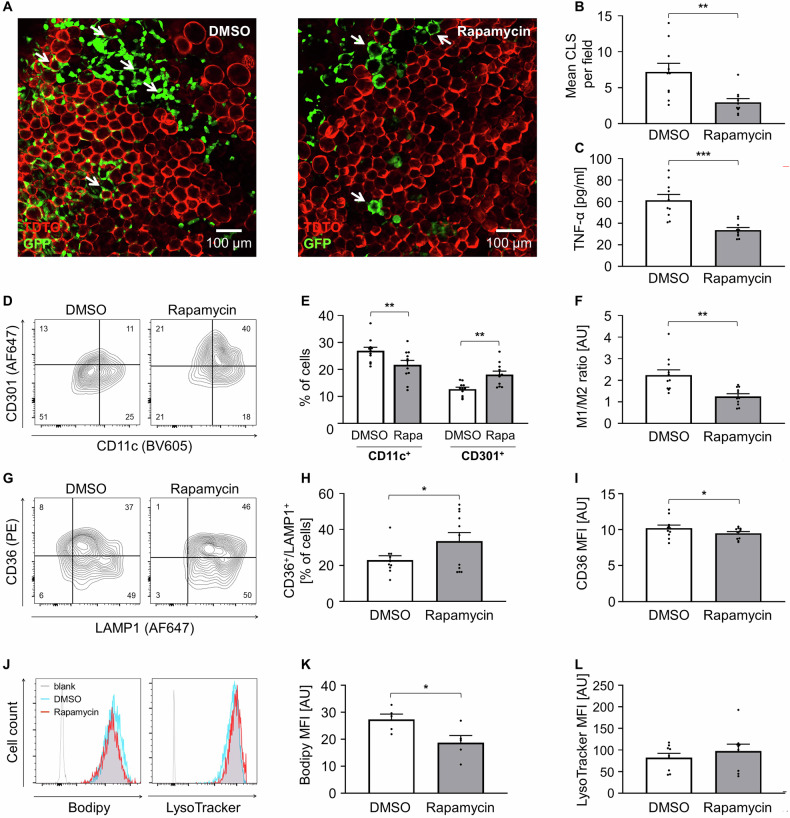
ATM phenotype upon pharmacological influence – mTOR inhibition. **A** Representative confocal microscopy images of DMSO and Rapamycin treated AT culture at day 7, arrows indicate CLS. **B** The number of CLS in DMSO and Rapamycin treated AT was analyzed per field of view per explant and is shown as average per well. (*n* = 5) **C** TNF-α in treated AT supernatant was determined by ELISA. (*n* = 5) **D** Representative flow cytometry plots, F4/80^+^ / DAPI^-^ cells further analyzed as CD11c^+^ or CD301^+^ ATMs. **E**, **F** Flow cytometry data of CD11c^+^ or CD301^+^ ATMs of DMSO- and Rapamycin-treated samples. (*n* = 11) **G** Representative flow cytometry plots of CD36^+^ / LAMP1^+^ ATMs. **H**, **I** Flow cytometry data of CD36^+^ / LAMP1^+^ ATMs of DMSO- and Rapamycin-treated samples. (*n* = 11) **J** Representative flow cytometry histograms of Bodipy or LysoTracker positive ATMs. **K**, **L** Flow cytometry data of Bodipy or LysoTracker positive ATMs of DMSO- and Rapamycin-treated samples. (*n* = 5; *n* = 9) All data shown as mean ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01).

Besides activation, we also inhibited lysosomal exocytosis with the PIKfyve inhibitor Apilimod. A change in the CLS number in Apilimod-treated AT was not causal for the reduction of released lysosomal enzymes (Fig. 5A, B). Surprisingly, Apilimod also reduced the inflammatory cytokine TNF-α (Fig. 5C), but did not impact on the abundance of M1 macrophages. Nevertheless, the M1/M2 ratio was more pro-inflammatory with a significant reduction in CD301^+^ cells (Fig. 5D–F). Further, Apilimod caused a significantly reduced number of CD36^+^/LAMP1^+^ Mme, which went in line with reduced lysosomal enzyme release, but with unchanged CD36 expression per cell (Fig. 5G–I). Also, there was no change in the lipid content of the Apilimod-treated ATMs detectable (Fig. 5J, K). Since PIKfyve inhibition is known to prevent fusion of the lysosomes with the ATM membrane and induces vacuole enlargement [34, 35], Apilimod treatment led to a significantly increased LysoTracker signal (Fig. 5L). Likewise, the analysis of the cellular ultrastructure by electron microscopy revealed an increased vesicle size of Apilimod-treated ATMs (Supplementary Fig. 1G, H), confirming feasibility of the intended treatment.

**Fig. 5:**
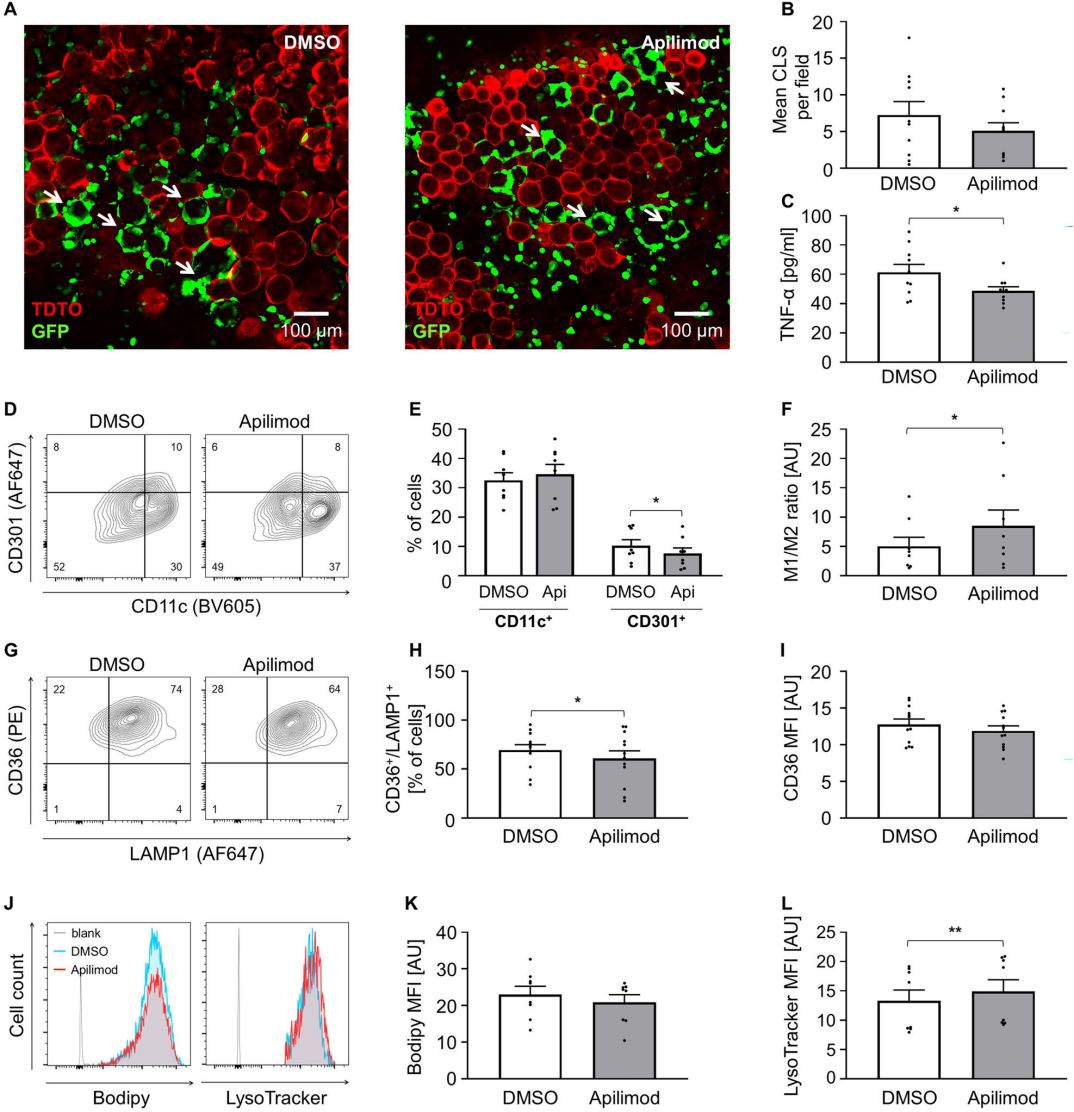
ATM phenotype upon pharmacological treatment – PIKfyve inhibition. **A** Representative confocal microscopy images of DMSO and Apilimod treated AT culture at day 7, arrows indicate CLS. **B** The number of CLS in DMSO and Apilimod treated AT was analyzed per field of view per explant and is shown as average per well. (*n* = 5) **C** TNF-α in treated AT supernatant was determined by ELISA. (*n* = 5) **D** Representative flow cytometry plots, F4/80^+^ / DAPI^-^ cells further analyzed as CD11c^+^ or CD301^+^ ATMs. **E**, **F** Flow cytometry data of CD11c^+^ or CD301^+^ ATMs of DMSO- and Apilimod-treated samples. (*n* = 8) **G** Representative flow cytometry plots of CD36^+^ / LAMP1^+^ ATMs. **H**, **I** Flow cytometry data of CD36^+^ / LAMP1^+^ ATMs of DMSO- and Apilimod-treated samples. (*n* = 12) **J** Representative flow cytometry histograms of Bodipy or LysoTracker positive ATMs. **K**, **L** Flow cytometry data of Bodipy or LysoTracker positive ATMs of DMSO and Apilimod-treated samples. (*n* = 8) All data shown as mean ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01).

As LAL is one of the main enzymes in lysosomal exocytosis, we used the inhibitor Lalistat-2 to investigate whether the lipid degrading function of LAL is the molecular mediator between lysosomal exocytosis and ATM phenotype. Lalistat-2 had no influence on the CLS number as expected, and only slightly decreased the LDH release, implicating no negative effect on cell survival (Fig. 6A–C). Despite only a minimal reduction in LAMP1 surface abundance the release of the lysosomal enzymes LAL and HEXA was significantly reduced (Fig. 6E, F, H). Lalistat-2 strongly increased ATM number, indicating stimulation of ATM proliferation and activation (Fig. 6D, G). We were able to verify the enhanced proliferation by increased incorporation of EdU-AF350 into new synthesized DNA of proliferating cells (Fig. 6I, Supplementary Fig. 2A). In line, analysis of the ATM phenotype showed more M1-like and less M2-like cells, resulting in a dramatically increased M1/M2 ratio, confirming a pro-inflammatory microenvironment (Fig. 6J–L). However, this pro-inflammatory shift was not accompanied by an increased release of TNF-α (Supp. Fig. 2B). Lower Lalistat-2 concentrations and inhibitors of other lipases did not affect ATM number or phenotype (Supp. Figure 2C–H), indicating a specific effect of Lalistat-2 on LAL and excluding other lipases as mediators in this context. In line with the reduction of lysosomal enzymes, we detected a reduced number of CD36^+^/LAMP1^+^ ATMs for Lalistat-2 treatment (Fig. 6M–O), which points to the presence of fewer Mme, but lipid or lysosomal content and iCa^2+^ in overall ATMs was not affected (Fig. 6P–R, Supp. Figure 2I).

**Fig. 6:**
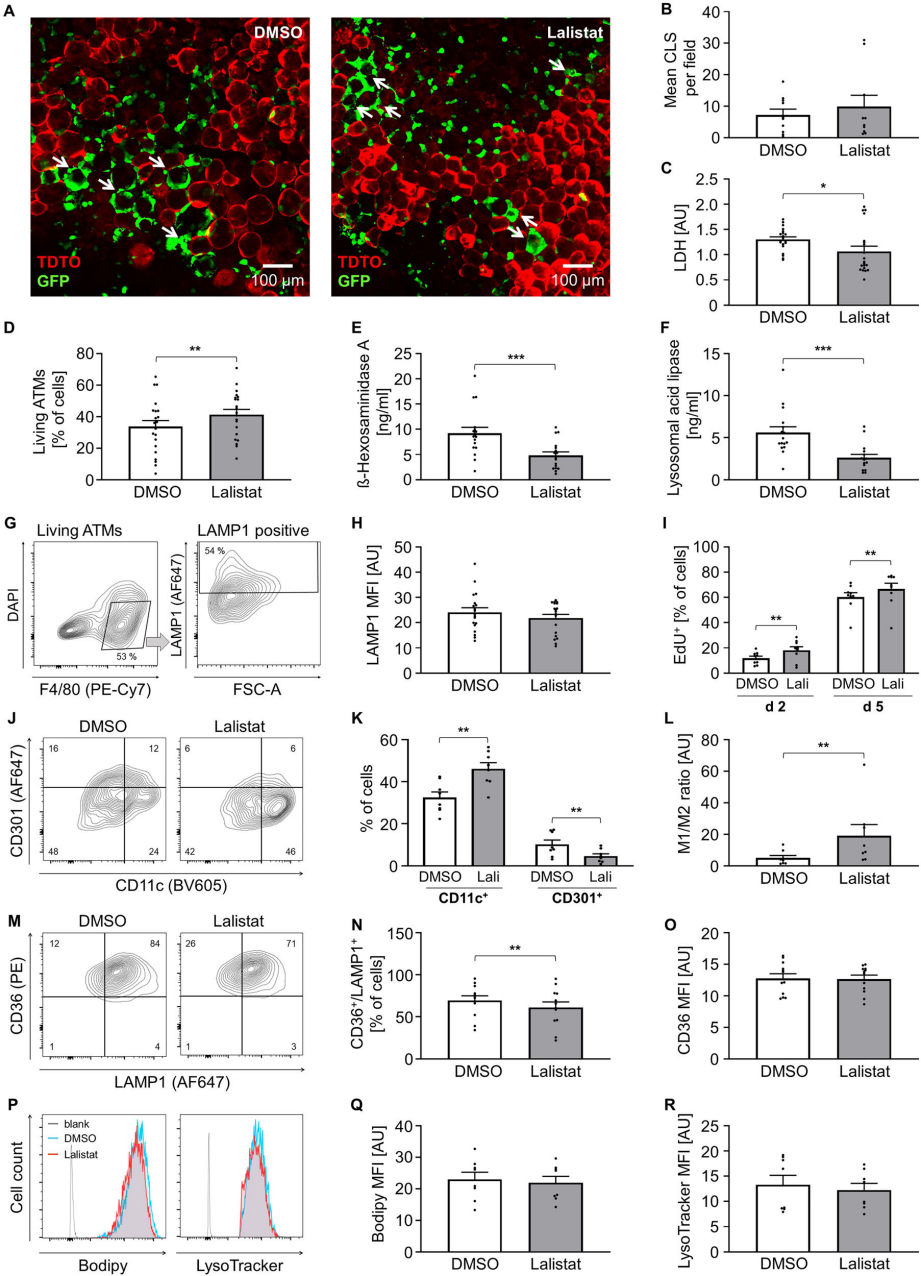
ATM phenotype upon LAL inhibition. **A** Representative confocal microscopy images of DMSO and Lalistat-2 treated AT culture at day 7, arrows indicate CLS. **B** The number of CLS in DMSO and Lalistat-2 treated AT was analyzed per field of view per explant and is shown as average per well. (*n* = 5) **C**, **E**, **F** ß-Hexosaminidase A, Lysosomal acid lipase and LDH in AT supernatant were determined by ELISA and enzymatic assay per well. (*n* = 10) **D** Flow cytometry data of F4/80^+^ / DAPI^-^ cells (Living ATMs). (*n* = 21) **G** Representative flow cytometry plots of F4/80^+^ / DAPI^-^ cells (Living ATMs) further analyzed as LAMP1 positive ATMs. **H** Flow cytometry data: LAMP1 MFI of LAMP1 positive ATMs. (*n* = 19) **I** Proliferation-assay data: EdU^+^ cells of DMSO and Lalistat-2 treated AT on day 2 and day 5. (*n* = 9) **J** Representative flow cytometry plots of CD11c^+^ or CD301^+^ ATMs. **K**, **L** Flow cytometry data of CD11c^+^ or CD301^+^ ATMs. (*n* = 8) **M** Representative flow cytometry plots of CD36^+^ / LAMP1^+^ ATMs. **N**, **O** Flow cytometry data of CD36^+^ / LAMP1^+^ ATMs. (*n* = 12) **P** Representative flow cytometry histograms of Bodipy or LysoTracker positive ATMs. **Q**, **R** Flow cytometry data of Bodipy or LysoTracker positive ATMs. (n = 8) All data shown as mean ± SEM, n indicates the number of mice, *p*-value < 0.05 statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001).

In summary, we here show that with activators and inhibitors of lysosomal exocytosis, we can alter not only the amount of lysosomal enzymes, but also ATM numbers as well as their activation state. Blocking lysosomal function not only reduced adipocyte clearance but also created a pro-inflammatory microenvironment, with elevated ATM numbers and a pronounced shift toward inflammation M1 polarization, most evident under Lalistat-2 treatment. Most importantly, we could show that pharmacological stimulation of lysosomal exocytosis by Rapamycin in AT in the context of an AT inflammation, resulted in a decreased number of ATMs by 20% due to attenuated proliferation, a decreased CLS density by 64%, a more anti-inflammatory ATM phenotype and a reduced intracellular lipid content of ATMs, even with positive effects on overall cell viability.

## Discussion

### Lysosomal exocytosis and macrophage activation in AT inflammation

In obesity, the hypertrophy and hyperplasia of adipocytes, reaching diameters of approximately 100 µm, exceed the macrophages’ anti-inflammatory phagocytic capacity, which is limited to particles up to 25 µm, thereby rendering efficient phagocytic clearance unfeasible [1, 4, 36]. As a result, AT inflammation arises from so-called “frustrated phagocytosis,” which activates macrophages and induces phenotypic changes, like expression of CD11c, and triggers the release of pro-inflammatory cytokines [8, 22, 27]. The inflammatory milieu of AT promotes glucose intolerance and insulin resistance, thereby contributing to the pathogenesis of type 2 diabetes. Elucidating the mechanisms by which macrophages remove dead adipocytes and modulate AT inflammation is therefore essential for identifying novel therapeutic targets. This is particularly pertinent given that current treatments for type 2 diabetes primarily address metabolic dysregulation, while the underlying inflammatory processes remain insufficiently targeted.

In our ex vivo model of AT inflammation, we observed a progressive increase in CLS, indicating ongoing adipocyte death, a hallmark also reported in obesity models in vivo and a key driver of AT inflammation [3, 23]. Enhanced adipocyte death heightens the need for macrophage-mediated clearance and activation, making our system well-suited to identify druggable targets. Elevated levels of the lysosomal exocytosis markers HEXA and LAL, as well as increased abundance of lysosomal surface proteins LAMP1 and LAMP2, suggest that lysosomal exocytosis is the primary mechanism by which dead adipocytes are cleared in AT. Based on these findings, we aimed to further investigate the process, assess pharmacological strategies to promote anti-inflammatory degradation of adipocytes, and gain a deeper understanding of the role of macrophages.

To this end, we tested activators and inhibitors targeting the regulatory axis of lysosomal function. First, we examined ML-SA1, a TRPML1 activator, and C1, a TFEB activator, both of which have been proposed to enhance lysosomal exocytosis [18, 19, 37, 38]. Although ML-SA1 did increase intracellular calcium levels, it did not affect lysosomal exocytosis. Other calcium channels, such as the Two-pore channels, e.g. TPC2 and the calcium sensor Synaptotagmin VII, are likely to play a pivotal role in regulation [39, 40]. Nevertheless, ML-SA1 remains a promising candidate for inducing autophagy and lysosomal biogenesis in other cells and contexts [41–43].

However, we cannot exclude that the limited efficacy of some pharmaceuticals in our model may be due to poor diffusion into the tissue, possibly related to their molecular size or structural properties. Additionally, degradation of the compounds through unknown mechanisms cannot be excluded. Due to methodological constraints, we were unable to assess pharmacokinetics or pharmacodynamics in detail; however, based on our data, a substantially greater effect in vivo appears unlikely.

### Rapamycin promotes lysosomal exocytosis and an altered ATM polarization

Among the compounds tested, the mTOR inhibitor Rapamycin emerged as an activator of lysosomal exocytosis. Rapamycin is an immunosuppressant, used post-transplantation, and has anti-tumor properties [44, 45]. Rapamycin is supposed to activate TFEB *via* mTOR-dependent pathways and has also been shown to bind TRPML1 and TPC2. However, the exact mechanism through which Rapamycin promotes lysosomal processes remains unclear. In our AT explant model, Rapamycin increased lysosomal exocytosis and importantly altered ATM phenotype. This observation supports prior evidence that Rapamycin induces a M2-like macrophage phenotype across other biological contexts, with polarization mediated *via* the PI3K-AKT-mTOR axis [46, 47]. The anti-inflammatory microenvironment was further characterized by lower TNF-α levels, a reduced ATM number and a decreased CLS density along with improved cell viability (evidenced by lower LDH release). Gene set analyses indicated a mixed picture of up- and downregulated inflammatory genes. However, a decrease in ATMs and an attenuated inflammation was also observed by Jian et al. in *Mac-Raptor* ^KO^ mice [48]. 

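Most genes of other immune groups did not pass the test in Rapamycin-treated ATMs. Adjusted over all genes, only interferon response genes were called in both directions among the 4 groups tested here. Adjusted over the list alone, efferocytosis and scavenger receptor genes were too. Of 34 interferon response genes, 2 rose, 2 fell and 30 did not pass the test (2 and 2 when adjusted over the list alone), with a camera adjusted p of 0.239. The guanylate-binding protein genes Gbp7 and Gbp2, which are induced by interferon, rose by 1.50 and 0.68 on the log2 scale, and the interferon-induced genes Ifi44 and Oasl1 had log2 fold changes of -2.42 and -1.70. Each of these 4 genes lost its call in some fits that left out 1 replicate, and Oasl1 fell over 4-fold below its group's median in 1 library. Of 13 genes of antigen presentation by MHC class II, 1 rose, none fell and 12 did not pass (1 and 0 when adjusted over the list alone), with a camera adjusted p of 0.778. Of 3 measured genes of the IL-12 family, none was called (0 and 0 when adjusted over the list alone), with a camera adjusted p of 0.715. Il23a was at 11.7 normalized counts with Rapamycin and 1.69 with DMSO (limma adjusted p = 0.102), and Il12b was too low to be tested. Of 26 genes of efferocytosis and scavenger receptors, 3 fell, none rose and 23 did not pass (2 higher and 5 lower when adjusted over the list alone), with a camera adjusted p of 0.1. The scavenger receptor gene Marco fell from 37850 ± 13320 to 6956 ± 4494 normalized counts (SD, n = 4). Gas6 and Mfge8, which bridge dead cells to their receptors, had log2 fold changes of -0.89 and -0.58, and Mfge8 lost its call in some fits that left out 1 replicate.

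Inflammatory genes were also compared directly between Rapamycin and the inhibitors Apilimod and Lalistat-2. Il1b was higher with Rapamycin by a log2 value of 3.39 than with Apilimod and by 2.94 than with Lalistat-2 (limma adjusted p = 1.79e-05 and 7.37e-05). For Tnf the differences were 1.21 and 0.90 (adjusted p = 3.72e-04 and 0.00418 from limma). Icam1 differed by -1.82 and -2.11 and Il10 by -0.96 and -1.62. In all, 1476 genes differed between Rapamycin and Apilimod and 1160 between Rapamycin and Lalistat-2. Fits of the compared groups alone gave 947 and 463, library weights 2589 and 1812, and the lowest counts without 1 replicate were 979 (without Apilimod replicate 3) and 710 (without Rapamycin replicate 3). At an unadjusted p under 0.05, 952 of 18478 genes differed between Apilimod and Lalistat-2, about as many as chance gives. The count of called genes was 0 between Apilimod and Lalistat-2 in limma (40 with DESeq2 and 0 with edgeR). A replicate block raised this count in limma, edgeR and DESeq2, most of all in DESeq2.

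**Figure D2:**
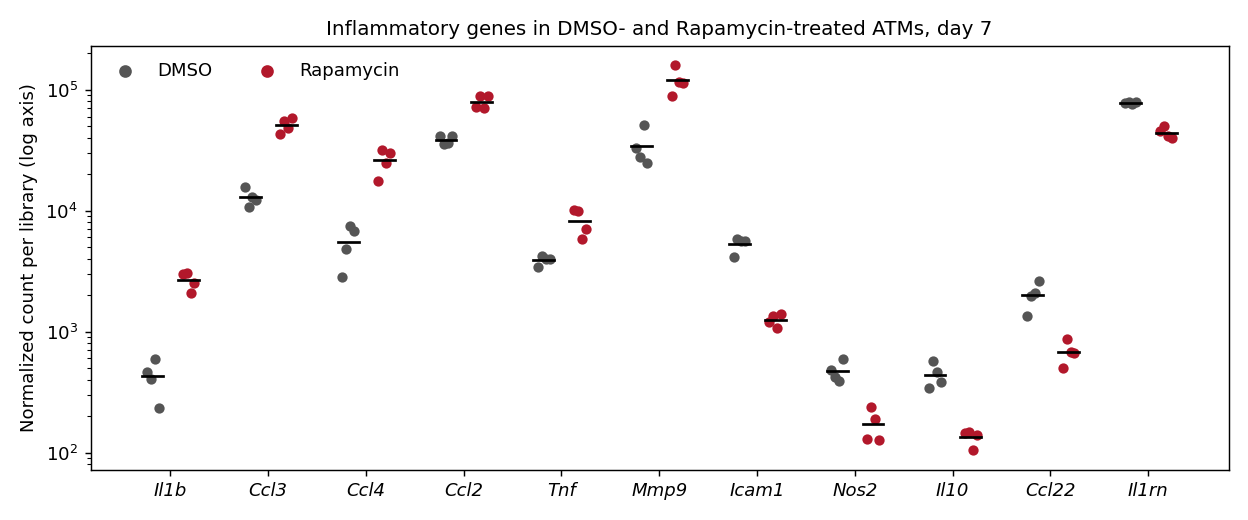
Normalized counts of 11 inflammatory genes in the 4 DMSO and the 4 Rapamycin libraries on a log axis, with 1 point per library and a line at the mean. The genes from Il1b to Mmp9 lie higher with Rapamycin and those from Icam1 to Il1rn lie lower, with no overlap between the groups.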

Noteworthy, the lower number of ATMs could be due to reduced cell proliferation by Rapamycin, which we also confirmed by our gene expression analysis after bulk RNA sequencing. This effect is mediated through complex formation with FKBP12, which suppresses cellular growth [49, 50]. In addition to the elevated LAMP1 signal on ATMs, we detected a modest increase in LAMP1 on the surface of Rapamycin-stimulated BMDMs. 

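Cell cycle genes were lower in every Rapamycin library than in every DMSO library when averaged over each list. The mean log2 value of the G2/M genes was 8.86 ± 0.18 with Rapamycin and 9.82 ± 0.13 with DMSO (SD, n = 4), a difference of -0.97 (two-sided exact permutation test, p = 0.0286). For the S phase genes the difference was -0.64, and for the cell cycle regulators -0.52 (two-sided exact permutation test, p = 0.0286 for both). This is the smallest p that 4 libraries against 4 allow, and adjusted over 37 lists it was 0.0756. The G2/M means with Apilimod and Lalistat-2 did not pass the same test against DMSO (exact permutation p = 0.0571 and 0.914). The median log2 fold change of the G2/M genes against DMSO was 0.31 with Apilimod (camera adjusted p = 4.4e-09, and 0.0815 with an estimated correlation) and -0.07 with Lalistat-2 (camera adjusted p = 0.58). Compared directly, 33 of 54 G2/M genes were lower and none was higher with Rapamycin than with Apilimod, with a median difference of -1.56 (camera adjusted p = 2.1e-22, and 0.0111 with an estimated correlation). Between Rapamycin and Lalistat-2, 28 were lower and 1 was higher, with a median difference of -1.20 (camera adjusted p = 1.16e-16, and 0.0385 with an estimated correlation). Ccnb1 was lower by a log2 difference of -2.37 against Apilimod and -1.79 against Lalistat-2 (limma adjusted p = 4.72e-07 and 1.03e-05). From the cell cycle genes in these sorted cells the paper proposes reduced proliferation as a reason for the lower number of ATMs.

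**Figure D3:**
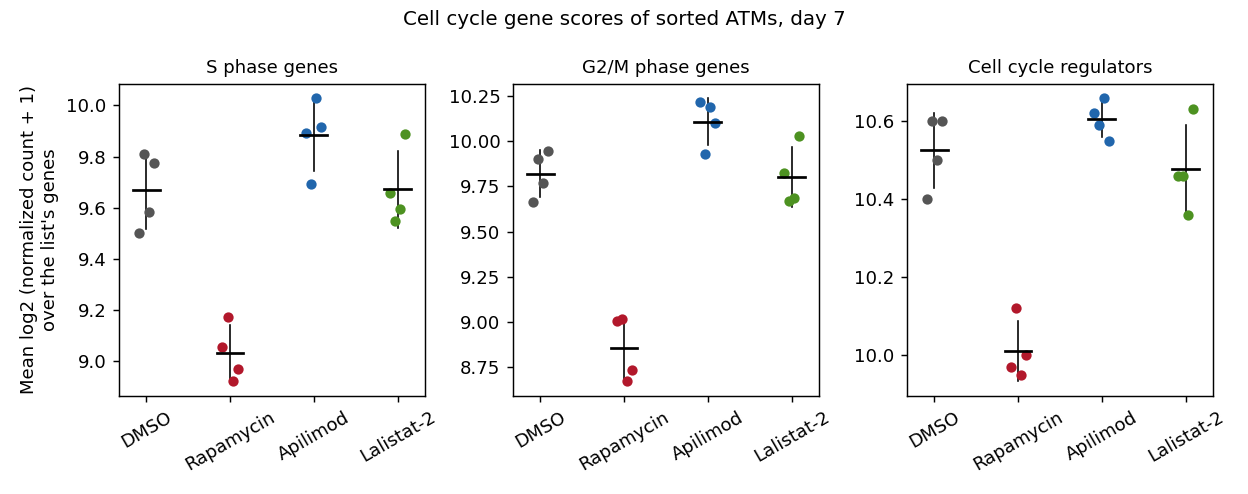
Mean log2 (normalized count + 1) over the genes of each cell cycle list, with 1 point per library, a line at the mean of 4 libraries and bars of 1 SD. The Rapamycin libraries lie lowest in all 3 lists, and the G2/M means are 8.86 with Rapamycin and 9.82 with DMSO.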

The underlying mechanisms remain unclear. Co-cultures where only isolated adipocytes were pretreated with Rapamycin also led to an increase of LAMP1 on BMDM surface. Previous studies have shown that Rapamycin promotes lipid release from adipocytes [51], and we likewise observed higher levels of free fat in Rapamycin treated samples (unpublished observation). Thus, we hypothesize that increased abundance of free lipids in co-cultured BMDMs contributes to the elevated LAMP1 signal due to metabolic activation of BMDMs after lipid stimulation as described earlier [14]. Additionally, the decreased Bodipy signal indicates a reduction in ATMs’ intracellular lipid content. This is consistent with increased lysosomal lipid degradation – one of the intended outcomes of lysosomal activation. We cannot fully exclude that the observed reduction in lipid content is due to decreased lipid uptake, potentially reflecting reduced CD36 surface abundance. CD36 facilitates fatty acid uptake and lipid metabolism and is a hallmark of lipid-laden, lysosomal active macrophages (MMe) [52]. Because Rapamycin promotes lysosomal activity, we anticipated an expansion of MMe and indeed detected an increase in CD36⁺/LAMP1⁺ ATMs following treatment. This suggests that Rapamycin not only enhances lysosomal exocytosis but also shifts ATM composition toward MMe, thereby linking improved lipid handling with an anti-inflammatory ATM phenotype.

Although the broad systemic effects and known side effects of mTOR inhibition are challenges for its application in obesity-associated AT inflammation and insulin resistance, Rapamycin still offers valuable mechanistic insights. These findings highlight the potential for developing selective modulators of lysosomal function within AT, warranting further investigation.

### PIKfyve inhibition disrupts lysosomal exocytosis and increases ATM inflammation

We were also interested in inhibiting lysosomal exocytosis to gain further insight into its relevance for AT inflammation. Since TRPML1 inhibition only had a minor effect, we focused on alternative pathways, including inhibition of PIKfyve, as described above [53]. In diabetes context, studies found that PIKfyve is essential for glucose metabolism and insulin sensitivity [54, 55]. PIKfyve inhibition by Apilimod blocks the fusion of lysosomes with the macrophage membrane, thereby preventing extracellular release of lysosomal enzymes. Reduction of PIKfyve impairs the activity of lysosomal ion channels, including TRPML1, TPCs, and V-ATPase [19, 56, 57]. As previously reported, PIKfyve inhibition induced cellular vacuolation and expansion of endo- and lysosomal compartments, accompanied by reduced Ca²⁺ levels in ATMs [58, 59]. Correspondingly, we observed an accumulation of enlarged lysosomes. Apilimod is known to suppress IL-12 and IL-23 expression and has thus been evaluated in clinical trials for the treatment of inflammatory diseases [60–62]. However, our data did not reveal a clear impact on ATM activation state, as Apilimod slightly reduced both M2 and Mme, as well as TNF-α in the supernatant. As shown before, TNF-α is preferentially secreted by M1 and Mme [14]. Hence, a reduction of Mme as the most abundant ATM subset ( > 60%), may be sufficient to attenuate TNF-α secretion. This result underscores the complexity of macrophage polarization in AT. Although lysosomal exocytosis was reduced, likely limiting extracellular lipid availability, intracellular lipid content and CD36 abundance remained unchanged, indicating a potential delay rather than a complete impairment in adipocyte clearance. Moreover, the clearance of dead adipocytes is likely a gradual process, potentially taking several months [36, 63]. Detecting changes in CLS density or ATMs lipid burden may require longer-term and high-resolution analyses. Notably, ATM immune phenotypes may respond more rapidly to shifts in lipid composition, highlighting the value of integrating cytokine profiling and detailed lipidomics in future studies.

### Disruption of lysosomal exocytosis *via* LAL blockade induces pro-inflammatory macrophage activation

LAL is a key lysosomal enzyme and the only known intracellular lipase that functions at acidic pH. It can be selectively inhibited by Lalistat-2, a compound used to detect LAL deficiency [64]. Interestingly, in addition to reducing LAL activity, Lalistat-2 treatment decreased secretion of HEXA, suggesting a broader impact on lysosomal enzyme trafficking or release. Functionally, LAL inhibition promotes a pro-inflammatory ATM phenotype and strongly enhanced ATM proliferation. While the cellular mechanisms underlying cell proliferation remain unclear, previous studies have linked ATM proliferation with more severe AT inflammation, mediated in part by IL-6 signaling in obese mice [65, 66]. In general, inefficient efferocytosis is associated with increased proinflammatory cytokine production and polarization towards a M1-phenotype [67]. Consistent with these findings, LAL deficiency and LAL knockout models have been shown to drive systemic inflammation across various organs, with macrophages playing a central role [68]. However, in our model, ATM lipid content remained unchanged. This may be due to the short experimental timeframe, as lipid accumulation is typically observed in long-term Lalistat-2 treatments or genetic models of LAL deficiency [69]. Alternatively, the apparent discrepancy could be explained by the lipid-rich environment of our AT model and potential upregulation of compensatory lipases following LAL inhibition.

In summary, our results demonstrate that the number of CLS increases over time in AT explants, alongside a rise in lysosomal exocytosis markers. This supports the use of AT explants as a relevant model to study druggable mechanisms involved in AT inflammation, particularly lysosomal exocytosis. The increased abundance of LAMP1, LAMP2, and LysoTracker indicates that ATMs are the main source of lysosomal enzymes and lysosomal exocytosis is the predominant mechanism for the clearance of dead adipocytes. Importantly, enhancing lysosomal exocytosis with mTOR-inhibitor Rapamycin improved adipocyte clearance and reduced CLS, highlighting the therapeutic potential of this pathway. However, direct effects of Rapamcyin on macrophages and adipocytes were also shown and need to be considered (Suppl. Figure 1D). Conversely, inhibition of lysosomal exocytosis using Apilimod, or LAL inhibition with Lalistat-2, impaired lysosomal function. Although the effects of Apilimod and Lalistat-2 on ATM activation were less pronounced, they indicated a role for lysosomal lipid degradation in ATM proliferation. This is because increased ATM numbers after Lalistat-2 stimulation and decreased ATM numbers after Rapamycin stimulation corresponded to stimulated or attenuated ATM activation, respectively.

Together, these findings demonstrate that lysosomal exocytosis not only facilitates the degradation of dead adipocytes but also modulates macrophage activation and polarization. Targeting this pathway may offer a novel strategy to counteract chronic inflammation in AT and associated metabolic disorders.

## Material and methods

### Mice

All mice were housed in a temperature-controlled (22 ± 2 °C), pathogen-free facility in sibling groups of 3–5 mice on a 12 h light/dark cycle. Mice were fed a standard normal chow diet (9% kcal fat, Sniff GmbH; Germany) with free access to water. To visualize macrophages in vivo, macrophage reporter mouse lines were used: *Csf1r-*eGFP reporter mice (“MacGreen”) [70], LyzMCre-Cre x tdTomato (“LysTomato”) [71, 72] or LyzMCre-Cre x GCaMP3, with a Ca^2+^-sensitive GFP variant, (“CalMac”) [71, 73]. For representative microscopy-images *Csf1r*-eGFP-*Adipoq*-ERT2-Cre-*CAG-tdTomato* mice (“MacFat”) [70, 74] were used to visualize adipocytes due to tdTomato expression. All mice were on a C57BL/6 J background. Animal experiments followed the ‘Principles of laboratory animal care’ and were approved by the authorities of the state of Saxony (T11-21-MEZ; Landesdirektion Leipzig, Germany).

### Adipose tissue explant culture

For CLS induction, we used an ex-vivo tissue culture model [26]. After sacrificing the mice, the rostral eWAT was dissected under sterile conditions and cut into small pieces (explants) of ≈ 1 mm^3^ (10 mg per explant) in PBS. Five AT explants per well were transferred to six-well plates prepared with 1 ml cell culture medium: RPMI 1640 (Sigma Aldrich, Steinheim, Germany) with 10% fetal bovine serum (FBS, Gibco, Life Technologies, Carlsbad, CA, USA) and 1% antibiotics (100 U/ml penicillin and streptomycin, Gibco). Explants were overcast with cell culture inserts and cultured at 37 °C with 5% CO_2_ and 21% O_2_ for seven days.

### Culture of bone marrow derived macrophages (BMDMs)

Bone marrow of adult MacGreen mice was flushed with cold PBS from femurs and tibiae. The cell solution was filtered through a 70 µm cell strainer (Sarstedt) and centrifugated (300 *g*, 5 min, 4 °C). The cell pellet was resuspended with media and cell suspension was added in untreated culture dishes and cultured at 37 °C with 5% CO_2_ and 21% O_2_ for seven days. BMDMs were differentiated in RPMI1640 (Thermo Fisher Scientific) supplemented with 1 mM GlutaMax, 10% FBS, 1% Penicillin/Streptomycin (all from Gibco), and 20 ng/ml M-CSF (PeproTech, Hamburg, Germany). At day 3 and 5 fresh M-CSF and culture media was added. BMDMs were harvested at day 7 with ice-cold 1 mM EDTA/PBS solution.

### Adipocyte isolation and culture

Epididymal fat pads were excised from adult male mice as previously described and transferred into sterile PBS. Approximately 100 mg of AT was transferred into 2 ml tubes containing 1.5 ml of digestion buffer (see collagenase digestion as described below) and finely minced with a scissor. Tissue digestion was carried out at 37 °C for 15 min with constant shaking at 1400 rpm. Digestion was stopped by adding 150 µl FBS, the suspension was filtered through a 300 µm mesh. Adipocytes were washed with isolation buffer (PBS + 10% FBS) and centrifuged (100 *g*, 3 minutes, 21 °C). The infranatant was carefully removed using a long needle attached to a syringe. Washing was repeated 2–3 times with decreasing buffer volumes.

For culture, adipocytes were gently resuspended and pipetted into the center of a six-well plate using a cut pipette. A cell culture insert (Sarstedt) was placed on top of the suspension, and culture medium (DMEM, supplemented with 10% FBS and 1% penicillin-streptomycin) was added below and above the insert.

### Co-culture of BMDMs with adipocytes

BMDMs were differentiated as described above. After harvesting cell number was determined and cells were seeded in a 6-well plate (1.5 × 10^6^ cells/well). BMDMs adhered for 30 min, then the medium (RPMI 1640 with 1 mM GlutaMax, and 1% Penicillin/Streptomycin) was removed and adipocyte cell suspension was pipetted into the center of each BMDM covered well and over casted with an insert (Sarstedt). 1 ml culture medium (DMEM, supplemented with 10% FBS and 1% penicillin-streptomycin) was carefully pipetted below and above the insert. The cells were co-cultivated for 24 h (37 °C, 5% CO_2_, 21% O_2_).

### Pharmacological treatment of AT explants, BMDMs and adipocytes

All chemicals were dissolved in DMSO and further diluted with cell culture media. On day one of AT explant culture, 100 µl treatment solution was added in each well. Chemical concentrations were determined *via* concentration series. As activators ML-SA1 10 µM (Sigma Aldrich), TFEB activator 1 (C1) 2 µM (TargetMol, Wellesley, MA, USA), Rapamycin 0.5 µM (TargetMol) and Resveratrol (RSV) 5 µM (TargetMol) were used. ML-SI3 10 µM (MedChem Express, Monmouth Junction, NJ, USA), Apilimod 0.5 µM (Sigma Aldrich) and Vacuolin-1 5 µM (Cayman Chemical, Ann Arbor, MI, USA) were used as inhibitors. Lalistat-2 10 µM (Cayman Chemical) was used to inhibit LAL, with concentrations of 1 µM and 0.1 µM also tested. Atglistatin 50 µM (MedChem Express), an adipose triglyceride lipase (AGTL) inhibitor and Hi-760079 25 µM (MedChem Express), a hormone-sensitive lipase (HSL) inhibitor, were also tested.

BMDMs were treated with Rapamycin 0.5 µM and corresponding DMSO concentration (0.01%) on day 5 of cell culture. The stock solution was added directly to the fresh cell culture medium which was added as planned on day 5.

Adipocytes were pretreated with Rapamycin 0.5 µM and corresponding DMSO concentration (0.01%) for 8 h. Then the cells were washed with buffer (PBS with 10% FBS). Adipocytes were added to adherent untreated BMDMs and both were co-cultivated for 24 h.

To ensure that ATMs were not impacted by the vehicle solution DMSO, we used identical DMSO concentration for all samples and investigated the influence of DMSO on ATMs with flow cytometry. (Supp. Figure 2J) We agreed on 0.5% DMSO as the maximum compatible concentration in the AT explant culture.

### Clodronate liposome treatment

Macrophages in AT explants were depleted as described previously by our group [30, 75]. Clodronate-liposome treatment eliminates more than 80% of the ATMs, as determined by flow cytometry [31]. PBS, which was encapsulated in liposomes, was used as a liposome-control. The PBS-liposomes did not reduce the amount of living macrophages in the tissue. The supernatant of Clodronate- or PBS-liposomes treated AT and untreated AT (control) was analyzed with ELISA for lysosomal enzymes HEXA and LAL.

### Confocal microscopy

To monitor AT and CLS formation, living AT was analyzed on days 3, 5, and 7 of organ culture using confocal microscopes FV1000 (Olympus Deutschland GmbH, Hamburg, Germany) and Leica SPE microscope (Leica, Wetzlar, Germany), both equipped with internal lasers. A 10x objective was used for overviews and a 40x objective for detailed analyses.

### Electron microscopy

Cultivated and treated AT was fixed with 4% paraformaldehyde (Serva, Heidelberg, Germany) and 1.5% glutaraldehyde (Serva), then stained with 0.5% osmium tetroxide (EMS, Hatfield, PA, USA) in PBS for 30 min. After PBS rinsing, the tissue was dehydrated in 30%, 50%, and 70% ethanol. Afterwards, the explants were treated with 1% uranyl acetate (Merck, Darmstadt, Germany) in 70% ethanol for 1 h, and further dehydrated in 80%, 90%, 96%, 100% ethanol, and propylene oxide (Sigma Aldrich). Explants were embedded in Durcupan (Sigma Aldrich), trimmed, and cut into 55 nm slices using an ultra-microtome (Leica Microsystems). Slices were placed on Formvar-coated grids and stained with lead citrate. A Zeiss SIGMA electron microscope (Zeiss NTS, Oberkochen, Germany) was used for imaging, and vesicle size was analyzed with ImageJ.

### Whole mount staining of AT

AT was stained on day 7 of cultivation. After PBS washing, explants were fixed in zinc formalin (Polysciences, Hirschberg, Germany), washed with PBS, blocked with staining buffer (3% bovine serum albumin (BSA) in PBS) for 1 h, and stained with antibodies in staining buffer (4 °C, overnight). Neutral lipids in adipocytes were stained with 1 µg/ml BODIPY 558/568 C12 (1:10,000, Life Technologies). Lysosomes were labeled with LysoTracker™ Deep Red (1:2000, Thermo Fisher Scientific, Darmstadt, Germany). Lysosomal surface markers on ATMs were visualized using Alexa Fluor 647-conjugated LAMP1 (1:100, Biolegend, San Diego, CA, USA) and LAMP2 (1:100, Biolegend) antibodies.

### ELISAs and assays

The amount of HEXA and LAL was measured in AT supernatant, maintaining a constant AT-to-media ratio (50 mg AT per 1 ml media). Enzyme levels were determined using ELISA-kits (both abbexa, Cambridge, UK [abx254518 and abx573100]). LDH was determined with CyQUANT LDH Cytotoxicity Assay Kit by Invitrogen (Waltham, MA, US). TNF-α levels in AT supernatant was determined using BD OptEIA™ Mouse TNF ELISA Kit. All samples were analyzed in duplicates.

Total LDH was assessed after forced AT lysis using 1 mg/ml collagenase type 2 ( ~ 315 U/ml; Worthington, USA) in 1 ml RPMI 1640 with 1% Triton-X 100 (Carl Roth, Germany), shaking at 1400 rpm at 37 °C for 20 min. The reaction was stopped with 100 µl FBS, and the clear phase below the fat layer was snap-frozen.

Macrophage-proliferation was analyzed with the Click-iT™ Plus EdU Alexa Fluor™ 350 Assay Kit by Invitrogen. ATMs were labeled with 5 µM Click-iT EdU on day 1, adding 100 µl of EdU stock solution to the culture medium. At day 7, AT was digested, cells were fixed, and EdU was detected. Measurements were performed on the BD LSRFortessa™ Cell Analyzer (BD Bioscience, Heidelberg, Germany) as described below.

### Collagenase digestion

AT explants were digested by 1 mg/ml collagenase type 2 (Worthington) in digestion buffer (13 mM HEPES; 0.8 mM ZnCl_2_; 3% BSA in HBSS) for 15–20 min at 37 °C, shaking at 1400 rpm, to extract the stromal vascular fraction (SVF). The process was stopped with 10% FBS. The suspension was filtered through a 70 µm mesh. The cell pellet was washed twice with staining buffer after centrifugation (300 *g*, 10 min, 4 °C, no break).

### Flow cytometry analysis

After washing, the SVF was resuspended in staining buffer and Fc-receptors were blocked with anti-CD16/32 (1:100, eBioscience, Frankfurt, Germany) (10 min, dark, on ice) followed by washing. Cells were stained with antibodies (Supplemental table 1) for 20 min on ice and washed, centrifuged (300 *g*, 5 min, 4 °C, slow deceleration), resuspended in staining buffer and kept on ice until flow cytometry. DAPI (0.2 µg/ml, Thermo Fisher) or 7-AAD (1:100, BD Pharmingen, BD Bioscience) were used for excluding dead cells.

Measurements were performed on the BD LSRFortessa™ (BD Bioscience) with FACS Diva software 9.01 at Leipzig University’s Core Unit ‘Fluoreszenz Technologien’.

Single cells in SVF were gated for DAPI negative/ 7-AAD negative cells and F4/80^+^ cells were defined as ‘Living ATMs’ (see gating strategy, Isotypes, blanks and FMOs: Supplementary Figs. 4 and 5). The ‘% of cells’ refers to the proportion of living ATMs in the SVF SSC-A/FSC-A-fraction. For CD301^+^ or CD11c^+^ or CD36^+^ / LAMP1^+^ ATMs, ‘% of cells’ refers to the proportion of the respective cells in the Living ATMs. With the MFI data shown above, the real values are x10^3^ higher. Quantification used FlowJo software 10.10. (BD Bioscience).

### Western blot analysis

Following AT digestion, the SVF was washed twice before lysis and fractionation into nuclear and cytosolic proteins. The cell pellet was incubated for 15 min on ice in extraction buffer (20 mM HEPES, 10 mM KCl, 2 mM MgCl_2_, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 1% protease inhibitor mixture [1:100, Cell Signaling Technology Inc., Danvers, MA, USA]) and then lysed by passing through a 27-gauge needle 10 times. After 20 min incubation on ice and centrifugation (720 *g*, 5 min, 4 °C) the supernatant contains the cytosolic fraction. The cell pellet was washed and passed through a 25-gauge needle 10 times, after centrifugation resuspended in wash buffer (TBS) with 0.1% SDS and sonicated to shear genomic DNA and homogenize (nuclear fraction).

Protein concentration was determined using Bradford Assay protocol with the Biorad Protein Assay Dye Reagent Concentrate (Biorad, Hercules, CA, USA) and BSA as standard (2 mg /ml series; Sigma Aldrich). SDS page was performed using a 4–15% gradient gel (Biorad). Proteins were transferred *via* semi-dry blotting with the Trans-Blot® Turbo™ Transfer System (Biorad) on the nitrocellulose membrane. Membranes were blocked in 5% fat-skimmed milk in TBS (5 mM Tris, 15 mM NaCl, 3% Tween 20 in Aqua dest.). The primary antibody (1:5000, rabbit anti-TFEB; Bethyl-Laboratories, Montgomery, TX, USA) was incubated overnight at 4 °C, and then detected with peroxidase-conjugated anti-rabbit IgG-HRP secondary antibody (1:10.000, PI-1000, Vector Laboratories, Newark, CA, USA). The peroxidase reaction was visualized with ECL kit (Thermo Fisher Scientific). Loading controls were performed with anti-Lammin B1 antibody (1:1000, rabbit mAb; Abcam, Cambridge, UK, nuclear marker) and anti-GADPH antibody (1:1000, mouse mAb; Fitzgerald/ Biosynth Ltd, Compton, UK, cytosolic marker).

### Bulk RNA sequencing

Treated AT explants were digested using collagenase as described above. SVF was resuspended in staining buffer and the Fc-receptors blocked by anti CD16/32 (1:100, eBioscience, Frankfurt, Germany) for 10 min on ice. After centrifugation (300 *g*, 5 min, 4 °C, slow deceleration) cells were stained with labeled F4/80 antibody (BioLegend, San Diego, USA) on ice for 20 min, centrifugated (300 *g*, 5 min, 4 °C, slow deceleration), resuspended in staining buffer. Living, F4/80^+^ cells were sorted ( ~ 50,000 cells per sample) using a BD FACSAria SORP (Becton Dickinson, Franklin Lakes, USA) and frozen at −80 °C in TRIzol (Thermo Fischer Scientific). RNA isolation and purification was performed using RNeasy Micro Kit by Quiagen (Venlo, The Netherlands).

RNA sequencing and analysis was performed at Leipzig University’s Core Unit ‘DNA Technologien’. RNA extraction and library preparation was performed with a sequencing depth of 10 million reads/sample. Results were then analyzed using the DESeq2 package on Galaxy2 [76]. Differentially expressed genes (DEG) were considered as significant with a p-adj. value < 0.01 and a log2(fold change) > 0.5 or < -0.5. Gene set enrichment analysis was performed with datasets from the DAVID Database. Shown are a KEGG pathway analysis of significant regulated genes and heatmaps, with z-scores of DEGs in Rapamycin samples compared to DMSO control. For each condition, AT from 8 animals was pooled in groups of two, so that 4 samples were analyzed for each treatment. RNASeq data are available at GEO database (GSE307090).

### Statistical analysis

Data are shown as mean ± SEM or % of control ± SEM (Fig. 3). Data sets were tested for statistical outliers with the ROUT test (1%) and normality using the Shapiro-Wilk test (significance level 0.05) using GraphPad Prism 10.2 (GraphPad Software Inc., La Jolla, USA). Statistical significance analysis was performed with paired Students-T or Wilcoxon tests. Multiple conditions were compared using one-way ANOVA followed by Dunnett’s post hoc test. *P*-values < 0.05 were considered significant. In all figures, *n* refers to the number of biological replicates (i.e., individual mice). The sample size depended on the type of experiment, but was always at least *n* = 5, with the exception of gene expression analysis (*n* = 4).

### AI statement

AI-used Large language models (ChatGPT) were used to shorten the text by a few words. ChatGTP and Deepl were used for wording suggestions and translations. However, the text was always written by the first author.

## Supplementary information

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure Legends

Table 1 Supplemental information

TFEB WesternBlot

## Data Availability

Data sets generated during the study are available from the corresponding author on request. RNASeq data sets are available at GEO database (GEO accession: GSE307090).

# Supplementary material for: Lysosomal exocytosis by macrophages as a druggable mechanism for anti-inflammatory clearance of dead adipocytes in adipose tissue
**Source:** Cell Death Dis. 2025 Dec 23;17(1):124. doi: 10.1038/s41419-025-08334-0
**Supplement:** Supplementary file 6 — Supplemental Figure Legends

**Supplemental Figure Legends**

**Supp. Fig. 1. A** Total LDH release: lysed explants as positive control compared with untreated AT explants culture supernatant determined by LDH Assay. **B** Western Blot of cytosolic and nuclear fraction of SVF with anti-TFEB-antibody (65-70 kDa) of DMSO, C1, Rapamycin (Rapa) and Resveratrol (RSV) treated samples. **C** Flow cytometry data of intracellular calcium (iCa^2+^) shown as MFI of GFP in untreated ATMs of CalMac mice at day 1 and day 7. (n=10) **D** Flow cytometry data both of LAMP1 positive BMDMs, treated with DMSO or Rapamycin, and LAMP1 positive BMDMs, co-cultivated with previously treated (DMSO and Rapamycin) murine adipocytes. Data shown as fold change of DMSO-control. (n=8; n=7) **E, F** Representative flow cytometry plots, F4/80^+^ / DAPI^-^ cells further analyzed as LAMP1 positive BMDMs, (**F**) BMDMs were co-cultivated with previously treated (DMSO and Rapamycin) murine adipocytes. **G** Representative electron-microscopy images of DMSO and Apilimod treated ATMs. **H** Vesicle size of lysosomes in DMSO and Apilimod treated ATMs. (n=10) All data shown as mean ± SEM, n indicates the number of mice, p-value < 0.05 statistically significant (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001)

**Supp. Fig. 2. A** Representative histogram of EdU proliferation assay of DMSO (red) and Lalistat-2 (blue) samples at day 2 and day 5. **B** TNF-α in Lalistat-2 treated AT supernatant was determined by ELISA. (n=5) **C** Lysosomal acid lipase in AT supernatant of Lalistat-2 concentration series determined by ELISA **D** Lysosomal acid lipase in AT supernatant of Lalistat-2, Atglistatin, Hi-76-0079 and DMSO treated AT were determined by ELISA. (n=6) **E, F** Flow cytometry data of Lalistat‑2 concentration series, F4/80^+^ / DAPI^-^ cells (=living ATMs) further analyzed as CD11c^+^or CD301^+^ ATMs. (n=8) **G, H** Flow cytometry data of Lalistat-2, Atglistatin, Hi-76-0079 and DMSO treated AT, F4/80^+^ / DAPI^-^ cells further analyzed as CD11c^+^ or CD301^+^ cells. (n=5) **I** Flow cytometry data of intracellular calcium, shown as MFI of GFP in ATMs of CalMac mice of DMSO and Lalistat-2 samples. (n=19) **J** Flow cytometry data of living ATMs of DMSO concentration-series. (n=8) All data shown as mean ± SEM, n indicates the number of mice, p-value < 0.05 statistically significant (*p < 0.05)

**Supp. Fig. 3 A Kegg Pathway Analysis** Shown are representative significant regulated pathways (p-adj. < 0.01) of KEGG pathway analysis of significant DEGs of Rapamycin samples. (n=4) **B, C, D** Heatmaps, with z-scores of significant DEGs in Rapamycin samples compared to DMSO control (p-adj. < 0.01 and log2(FC) > 0.5 or < -0.5). (n=4)

**Supp. Fig. 4 and 5.** Gating strategy of flow cytometry samples and Isotypes, blanks and Fluorescence-minus-one (FMO) of flow cytometry samples

# Supplementary material for: Lysosomal exocytosis by macrophages as a druggable mechanism for anti-inflammatory clearance of dead adipocytes in adipose tissue
**Source:** Cell Death Dis. 2025 Dec 23;17(1):124. doi: 10.1038/s41419-025-08334-0
**Supplement:** Supplementary file 7 — Table 1 Supplemental information

**Table 1:** Supplemental Information

How the deposited data were processed for this re-analysis (not part of the article)

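RNA of sorted living F4/80+ ATMs from cultured murine AT explants was sequenced at day 7 after treatment with Rapamycin (0.5 µM), Apilimod (0.5 µM), Lalistat-2 (10 µM) or DMSO (0.5%), with 4 libraries per treatment, each from the pooled AT of 2 animals. The signal per gene that the authors deposited is the count of reads divided by the size factor of the library in DESeq2, in 4 tables, 1 with all 16 libraries and 3 with the 8 libraries of 1 drug and DMSO. In each table every value divided by its library's smallest step was a whole number (tolerance 1e-06), and the 4 tables gave the same reads. The recovered counts summed to 56.1 to 83.1 M per library, with group medians of 70.7 M for DMSO, 62.6 M for Rapamycin, 60.1 M for Apilimod and 60.5 M for Lalistat-2. The version of DESeq2, the aligner, the genome build and the annotation are not given in the sources used here. The table lists 53598 gene symbols, of which 93.4% were found in the reference list of mouse symbols (96.9% of the genes tested).

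Genes with a normalized count of at least 10 in at least 4 libraries were kept (18478 genes). Values of log2 (normalized count + 1) were fitted with limma 3.58.1 in R 4.3.3 (eBayes with an intensity trend, 4 treatments in 1 fit), and p-values were adjusted by Benjamini-Hochberg over all genes tested. The comparisons were each drug against DMSO and the 3 pairs of drugs. A gene was called at an adjusted p under 0.01 and a log2 fold change beyond 0.5. Before the data were examined, 37 gene lists were written, with markers of other cell types that the sort could hold among them. Lists were tested with camera (preset correlation of 0.01, then an estimated correlation), with fry, and with a one-sided Fisher's exact test among the called genes. Fisher's test treats the genes as independent. The mean of each list per library was compared with a two-sided exact permutation test over the 70 arrangements of 4 against 4 libraries, whose smallest p is 0.0286. Named genes were the 10 highest and the 10 lowest log2 fold changes among called genes with a mean of at least 50 normalized counts and no overlap between the groups (predicted genes left out), up to 4 called members of each list in each direction, and the genes that the paper names.

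The tests were run on simulated data with 200 changed genes per drug, drawn with the means, spreads and sizes of these libraries. Each gene was drawn independently, with no difference between the replicate 1 libraries and the others. For Rapamycin 7.46% of changes of a log2 value of 0.75, 11.9% of changes of 1 and 62.1% of changes of 2 were called, with 1 call among unchanged genes. A list lowered in the simulation was called for each of the 3 drugs, and of 36 other lists 0, 1 and 0 were called. Since the simulated genes were not correlated, this does not show how often camera calls a list of correlated genes wrongly. Alternatives were the pseudocount, the filter, a fit of the compared groups alone, the authors' tables of 1 drug with DMSO, equal library totals, TMM factors, edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads, a replicate block, robust eBayes, library weights, other thresholds and leaving out each replicate. Added after the data were seen were fits without the libraries of replicate 1, fits with this set as a term, and fits without genes that fell over 4-fold below their group's median in a library. Figures were drawn with matplotlib 3.10.9.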

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

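The tests of the patterns in the last 2 paragraphs were chosen after the patterns were seen. Gene groups that the paper does not discuss passed camera at the preset correlation with Rapamycin, and only glycolysis passed with an estimated correlation. The median log2 fold change was -0.71 over 20 glycolysis genes (camera adjusted p = 0.0305 with an estimated correlation), -0.77 over 24 target genes of ATF4 in the amino acid response (0.0813), -0.99 over 14 endothelial markers (0.232) and 0.96 over 14 adipocyte markers (0.232).

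In some groups 1 library lay far from the other 3. The measure is the gap between this library and the nearest other one as a share of the group's whole range. Among list means this share was 0.903 for the M1-like markers in DMSO replicate 2, 0.832 for cytokines and their receptors in Apilimod replicate 1, 0.832 for pan-macrophage genes in Lalistat-2 replicate 3 and 0.831 for adipocyte markers in Lalistat-2 replicate 2. In DMSO replicate 1 it was 0.92 for F5, 0.913 for Alpk2, 0.835 for Ccr2, 0.869 for Icam1, 0.873 for Cdk1, 0.928 for Acp5, 0.943 for Adgre1, 0.915 for Phgdh, 0.846 for Psph, 0.969 for Fdps and 0.875 for Acat2. In Rapamycin replicate 1 it was 0.952 for Marco, 0.831 for Tnfaip3, 0.843 for Clec7a, 0.885 for Tfeb and 0.855 for Asns. In other libraries it was 0.969 for Tlr2 in DMSO replicate 4, 0.878 for Cdc45 in Rapamycin replicate 4, 0.859 for Aldh1l2 in Rapamycin replicate 3, 1 for Slc9b2 and 0.932 for Il23a in Rapamycin replicate 3, and 1 for Il23a in DMSO replicate 4. Chance gives about 1 in 20 groups such a library, or 16 of the 320 groups tested, and 26 were found, 17 of them in a library of replicate 1.

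The 4 libraries of replicate 1, 1 of each treatment, stand apart from the other 12. With treatment in the model, 3960 genes differed between this set and the others in limma at an adjusted p under 0.01, against 0 for each of the other 3 sets. The difference rose with the length of the gene (Spearman correlation 0.344 across genes), from a median log2 value of -0.25 under 5 kb to 0.30 over 100 kb. For the other sets the correlation was -0.273 to -0.168. Each of those sets was compared with libraries that include replicate 1, so their counts of 0 and negative correlations are no independent contrast. Mitochondrially encoded genes were higher by a median of 1.19. Lists that were lower in camera included ribosomal proteins (median -0.443), pan-macrophage genes (-0.327) and adipocyte markers (-0.584). The values are consistent with another library batch and with a length bias in it. The animals of this set may also differ, which was not tested.

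Some abundant genes fell over 4-fold below their group's median in a library, 513 of 11413 genes with a median of at least 200 normalized counts. Actb had 765000 normalized counts in DMSO replicate 1 and 9883 in DMSO replicate 4, and it was as low as 10510 to 23100 in 3 of the 4 Lalistat-2 libraries, where the group's median is low too. The count of falls misses such cases. The 825 falls argue against a single failed library, since the highest share in 1 library was 8.85%. The highest share in 1 group was 26.9%, which says nothing about the treatment, since each fall was measured against the median of its own group. Reads may have been counted under a neighbouring gene, but the nearest 2 genes on each side gained at least 0.5 of the missing count in 13.5% of the falls, which decides neither way. Reads shared with related genes or pseudogenes were not tested.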

How the results depend on the processing

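The settings that leave out the replicate 1 libraries, use them as a term or drop genes with a deep fall were chosen after the result was seen. With Rapamycin limma gave 318 higher and 721 lower genes. A fit of the compared groups alone gave 136 and 296, the authors' tables of 1 drug with DMSO 121 and 301, library weights 818 and 1444, no replicate 1 libraries 481 and 911, and this set as a term 747 and 1163. DESeq2 gave 628 higher genes, an adjusted p under 0.05 with no minimum fold 900 higher and 1469 lower, and a log2 fold change beyond 1 gave 132 higher. Leaving out each replicate gave 178 to 386 higher and 403 to 756 lower, and the lowest counts came without DMSO replicate 4. With Apilimod (2 higher and 5 lower) a fit without filter gave 1 higher, the compared groups alone 0 and 0, the authors' tables 0 and 0, DESeq2 42 and 41, library weights 13 and 17, the set as a term 10 and 16, an adjusted p under 0.05 gave 8 and 13, no replicate 1 libraries gave 0 higher, and leaving out each replicate 0 to 1 higher and 1 to 6 lower. With Lalistat-2 (0 and 0 in limma) no filter gave 1 higher, DESeq2 5 higher and 2 lower, library weights 1 higher, the set as a term 1 higher and no replicate 1 libraries 1 lower. Between Rapamycin and Apilimod 1476 genes became 947 in the compared groups alone, 2589 with library weights, 2223 with the set as a term and 979 to 1484 without each replicate. Between Rapamycin and Lalistat-2 1160 became 463, 1812, 1885 and 710 to 1202. Between Apilimod and Lalistat-2 0 became 1 without filter, 40 in DESeq2, 2 with library weights, 2 with the set as a term and 0 to 1 without each replicate.

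The replicate numbers were tested as pairs. Between drugs and DMSO and between drugs, replicate 1 had a higher correlation with its own number in 6 of 6 pairs (0.235 to 0.384). The other numbers had it in 8 of 18 (-0.0397 to 0.147), where 4.5 are expected if all 4 partners are equally likely. Since replicate 1 stands apart, that expectation may be too low. The pairs also share libraries, so 8 of 18 is no sign of pairing by itself. In replicates 2 to 4 only 2 of 18 correlations were over 0.1, so whether these numbers mark pairs stays open. With a replicate block limma gave 674 higher genes with Rapamycin, edgeR 590, and DESeq2 1218 higher and 1362 lower. With Apilimod limma gave 6 and 17, edgeR 14 lower and DESeq2 81 and 79, and with Lalistat-2 DESeq2 gave 33 and 26. DESeq2 gave 2873 genes between Rapamycin and Apilimod and 2084 between Rapamycin and Lalistat-2 (limma 1754), and 179 between Apilimod and Lalistat-2 (limma 3, edgeR 3). The exact p of the list means was 0.125 by sign flips in pairs, the smallest possible, against 0.0286 for the S phase, G2/M phase, regulator, TNF, cytokine and M1-like lists.

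For lists with Rapamycin, an estimated correlation gave camera adjusted p of 0.0722 for the S phase, 0.062 for regulators and 0.0839 for M1-like markers. Members in no other list gave 0.188 for TNF signaling and 0.937 for M1-like markers, and the range without each replicate was 0.0058 to 0.0557 for the latter. The Fisher adjusted p for lysosomal genes was 0.012 at an adjusted p under 0.05, against 0.652. Signs changed for genes near 0 and for Adgre1, whose standard error was larger than its change. Equal library totals gave -0.0353 for Tfeb and -0.00902 for Rptor. Adgre1 was -0.22 in edgeR (-0.10 with a block), -0.20 in DESeq2, -0.33 with library weights and -0.60 without the replicate 1 libraries, where Pikfyve was 0.16. Without each replicate Adgre1 was -0.57 to 0.62, Pikfyve -0.33 to 0.29, Tfeb -0.0580 to 0.16, Plin2 -0.17 to 0.37, Hexa -0.0217 to 0.23, and the camera adjusted p of ribosomal proteins with Apilimod 1.35e-09 to 0.747. Of 110 named genes called with Rapamycin, 80 kept their call in every fit without 1 replicate and 72 in every other setting, and of 7 with Apilimod 1 and 0 did, with no change of sign. The -0.57 of Adgre1 came without DMSO replicate 1, where its count was 3196 against 32941 to 37902 in the other DMSO libraries. The cause of the other changes was not tested.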

Differences from the paper's values

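The paper states a sequencing depth of 10 M reads per sample. The whole counts recovered from the deposited tables had a median of 62.6 M per library (56.1 to 83.1 M). The alternatives set before the data were examined do not act on these totals, so none of them gives a value within the paper's.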

Other observations

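The tests without the replicate 1 libraries and with TMM factors were chosen after the result was seen. Glycolysis genes fell with Rapamycin in ATMs. Of 20 glycolysis genes, 12 fell, none rose and 8 did not pass the test (13 lower when adjusted over the list alone), with a camera adjusted p of 3.88e-13 (0.0305 with an estimated correlation). Pgk1 had 56707 ± 3663 normalized counts with Rapamycin and 107990 ± 7577 with DMSO (SD, n = 4), and Ldha, Tpi1 and Pgam1 had log2 fold changes of -0.92, -0.88 and -0.76. Of 24 ATF4 targets, 10 fell, none rose and 14 did not pass (10 lower when adjusted over the list alone), with a camera adjusted p of 4.43e-09 (0.0813 with an estimated correlation). Phgdh and Psph, enzymes of serine synthesis, had log2 fold changes of -2.42 and -1.73, Asns, the asparagine synthetase, of -1.57 and Aldh1l2, a mitochondrial folate enzyme, of -1.71. Of 25 genes of cholesterol synthesis, 3 fell and 22 did not pass (4 lower when adjusted over the list alone), with a median log2 fold change of -0.41 (camera adjusted p = 1.86e-05, and 0.0813 with an estimated correlation), and Fdps and Acat2 had log2 fold changes of -0.97 and -0.95. Among markers of other cells, the adipocyte genes Car3 and Plin4 rose by 1.40 and 1.53 on the log2 scale (Plin4 lost its call in some fits that left out 1 replicate), while Col1a1 and Thy1 of fibroblasts had log2 fold changes of -1.95 and -1.79 and Tie1 and Esam of endothelial cells of -1.39 and -1.36.

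Apilimod changed 7 genes in limma, 2 higher and 5 lower, against 42 and 41 in DESeq2 and 13 and 17 with library weights. The formyl peptide receptor genes Fpr1 and Fpr2 had log2 fold changes of -2.72 and -2.36 (limma adjusted p = 0.00242 and 9.91e-04), Timd4, a receptor for phosphatidylserine on dying cells, of -2.03, Acod1, which makes itaconate, of -1.91, and the fractalkine receptor gene Cx3cr1 of -1.55. Cnrip1 and C77080 rose by 1.45 and 1.30. None of the 7 genes, Fpr2 included, kept its call in a fit of the Apilimod and DMSO libraries alone or in the authors' table of these libraries, and 6 of them lost it in at least 1 fit that left out a replicate. The median log2 fold change with Apilimod was -0.41 over 29 M2-like markers, -0.38 over 14 monocyte genes and -0.21 over 24 M1-like markers (camera adjusted p = 0.0164, 0.00635 and 0.0134 with an estimated correlation). Acod1 was also lower with Rapamycin (log2 fold change -2.73), and C77080 was lower with Rapamycin (-1.59) and higher with Apilimod. Lalistat-2 changed 0 genes in limma (5 higher and 2 lower with DESeq2, 0 with edgeR), and a replicate block raised the DESeq2 counts. At an unadjusted p under 0.05 limma gave 749 of 18478 genes with Lalistat-2, fewer than chance gives at that threshold. The median over the M2-like markers with Lalistat-2 was -0.22 (camera adjusted p = 6.43e-07, and 0.343 with an estimated correlation).

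The lower cell cycle genes with Rapamycin were tested against 3 technical explanations. The difference in the mean of the G2/M genes was -0.97 (standard error 0.11). It was -1.07 (standard error 0.13) without the replicate 1 libraries and -0.99 (standard error 0.11) with TMM factors, so it did not rest on either choice. Each treatment holds 1 library of replicate 1, so a shift shared by this set cancels in the difference. TMM factors moved the median log2 fold change of all genes only from 0.0294 to 0.00713. So small a move could not have removed the difference, and this fit does not test the normalization. With the endothelial and fibroblast means (14 and 18 marker genes) as covariates it was -1 (standard error 0.18). The covariates and the other groups together explained a share of 0.731 of the Rapamycin label. The endothelial means did not overlap (9.82 to 10.34 with Rapamycin, 10.44 to 11.25 with DMSO). The linear fit therefore extrapolates and does not decide whether fewer of these cells were in the sort. Il1b and Tnf transcripts were higher in the same libraries, while the paper reports lower TNF-α in the supernatant of whole AT, another sample and another molecule. An effect of Rapamycin on proliferation stays open as the biological explanation and was not tested on cells.

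Other splits of the 8 compared libraries into 4 and 4 were fitted, 35 per comparison. Of these, 1 split gave as many changed genes as Rapamycin against DMSO, which is the real one with 1039, and the highest other split gave 1. The same held for Rapamycin against Apilimod (1 of 35, 1476 genes, highest other 1) and Rapamycin against Lalistat-2 (1 of 35, 1160 genes, highest other 1). No other split came near these 3 counts, and 1 of 35 is the smallest share possible. Among the 20 splits that part the replicate 1 libraries, as the treatments do, the real one was 1 of 20 for each count. A share under 0.05 is not possible there, so the splits alone do not exclude chance. For the 7 genes of Apilimod against DMSO (1 of 35, highest other 1) the question stays open, since the fit of these libraries alone called 0. For Lalistat-2 against DMSO and Apilimod against Lalistat-2 the real count is 0, so all 35 splits give as many by definition and test nothing. The highest counts in another split were 1 and 2 genes. Among Rapamycin lists, only the real split, 1 of 35, gave a camera p as small for the G2/M phase (1.2e-18, next smallest 2.72e-15) and the S phase (4.47e-13, next 1.34e-11). The same held for the cell cycle regulators (9.45e-10, next 6.33e-08) and glycolysis (2.1e-14, next 1.65e-10). Over the 20 splits that part the replicate 1 libraries no share under 0.05 is possible for a list either. The splits alone do not exclude chance for these 4 lists. The S phase and regulator lists were not under 0.05 in camera with an estimated correlation (adjusted p = 0.0722 and 0.062), and the exact p of the list means, adjusted over all lists, was 0.0756 for each of the 4. Other splits gave a smaller camera p, so chance cannot be excluded, for cytokines and their receptors (2 splits, 8.86e-05, smallest other 1.89e-06), TNF signaling (3 splits, 6.77e-04, smallest other 8.02e-06), M1-like markers (4 splits, 0.00537, smallest other 7.15e-04), ATF4 targets (3 splits, 4.79e-10, smallest other 5.99e-11) and cholesterol synthesis (2 splits, 3.52e-06, smallest other 9.07e-07). Nor can it be for M2-like markers (25 splits, 0.334, smallest other 1.24e-05), Mme markers (24 splits, 0.541, smallest other 0.0387) and lysosomal genes (24 splits, 0.321, smallest other 6.18e-06). A camera p sets a list against all other genes, and far more of these changed in the real split. A rank by camera p therefore does not tell how far a list itself moved. By list means, the real split was furthest for the cytokine, TNF and M1-like lists (two-sided exact permutation p = 0.0286, and 0.0756 when adjusted over all lists). The list means of ATF4 targets and cholesterol synthesis also did not overlap between Rapamycin and DMSO. With Apilimod, 1 of 35 splits gave a camera p as small for M2-like markers (3.75e-14, next 6.13e-10), M1-like markers (2.68e-06, next 2.54e-05) and monocyte genes (4.43e-07, next 7.58e-05), and 1 of 35 is the smallest share these libraries allow. Another split separated the means of the M1-like and the monocyte list as far or further (two-sided exact permutation test, p = 0.0571 for both), so chance cannot be excluded for these lists, and for the M2-like markers the exact p was 0.0286 and 0.422 when adjusted over all lists.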
